# Ethylene-mediated improvement in sucrose accumulation in ripening sugarcane involves increased sink strength

**DOI:** 10.1186/s12870-019-1882-z

**Published:** 2019-06-28

**Authors:** Zhongliang Chen, Cuixian Qin, Miao Wang, Fen Liao, Qing Liao, Xihui Liu, Yangrui Li, Prakash Lakshmanan, Minghua Long, Dongliang Huang

**Keywords:** Sugarcane, Ethylene, Transcriptomics, Sucrose accumulation

## Abstract

**Background:**

Sugarcane is a major crop producing about 80% of sugar globally. Increasing sugar content is a top priority for sugarcane breeding programs worldwide, however, the progress is extremely slow. Owing to its commercial significance, the physiology of sucrose accumulation has been studied extensively but it did not lead to any significant practical outcomes. Recent molecular studies are beginning to recognize genes and gene networks associated with this phenomenon. To further advance our molecular understanding of sucrose accumulation, we altered sucrose content of sugarcane genotypes with inherently large variation for sucrose accumulation using a sugarcane ripener, ethylene, and studied their transcriptomes to identify genes associated with the phenomenon.

**Results:**

Sucrose content variation in the experimental genotypes was substantial, with the top-performing clone producing almost 60% more sucrose than the poorest performer. Ethylene treatment increased stem sucrose content but that occurred only in low-sugar genotype. Transcriptomic analyses have identified about 160,000 unigenes of which 86,000 annotated genes were classified into functional groups associated with carbohydrate metabolism, signaling, localization, transport, hydrolysis, growth, catalytic activity, membrane and storage, suggesting the structural and functional specification, including sucrose accumulation, occurring in maturing internodes. About 25,000 genes were differentially expressed between all genotypes and treatments combined. Genotype had a dominant effect on differential gene expression than ethylene treatment. Sucrose and starch metabolism genes were more responsive to ethylene treatment in low-sugar genotype. Ethylene caused differential gene expression of many stress-related transcription factors, carbohydrate metabolism, hormone metabolism and epigenetic modification. Ethylene-induced expression of ethylene-responsive transcription factors, cytosolic acid- and cell wall-bound invertases, and ATPase was more pronounced in low- than in high-sugar genotype, suggesting an ethylene-stimulated sink activity and consequent increased sucrose accumulation in low-sugar genotype.

**Conclusion:**

Ethylene-induced sucrose accumulation is more pronounced in low-sugar sugarcane genotype, and this is possibly achieved by the preferential activation of genes such as invertases that increase sink strength in the stem. The relatively high enrichment of differentially expressed genes associated with hormone metabolism and signaling and stress suggests a strong hormonal regulation of source-sink activity, growth and sucrose accumulation in sugarcane.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1882-z) contains supplementary material, which is available to authorized users.

## Background

Sugarcane (*Saccharum sp*. *L*.) is one of the most valuable sugar and bioenergy crops and is grown in at least 106 countries spread across tropics and sub-tropics [1]. Globally about 80% of sugar is produced from sugarcane. It has a remarkably high capacity for sucrose accumulation in the stem, reaching its level up to 0.7 M in mature internodes [2]. Sugarcane produces the greatest crop tonnage and is the second largest biofuel crop in the world [3, 4]. This large perennial C4 graminaceous plant is also one of the most genetically complex crops, making variety improvement through breeding slow and difficult.

Sucrose content is the most important commercial trait for sugarcane crop. From a commercial production perspective, the value of increasing sugar yield (t/ha) by improving sugar content in sugarcane stem is estimated to be ~ 1.8 times greater than an equivalent proportional improvement achieved through improved cane yield [5]. Because of the commercial significance, sugar content is a priority trait for all sugarcane variety improvement programs worldwide. However, despite extensive breeding effort, improvement in sucrose content remains very slow globally, and in some countries, it has been plateaued for a long time [1]. Recognising the difficulty of sucrose content improvement through conventional means, substantial resources have been directed to understand the physiological, cellular, biochemical and molecular bases of sugar production and accumulation in sugarcane with the ultimate objective of improving sugar content by molecular or a combined molecular and conventional strategies [6–11]. These studies, though mostly conducted with a single sugarcane genotype, isolated tissues, cell cultures and protoplasts, greatly expanded our understanding of sucrose metabolism pathways and enzymes involved, sucrose transporters and some of the physiological factors influencing sucrose accumulation. They also helped develop a few simple but logical models of sucrose accumulation in sugarcane [2, 7, 12]. However, experimental validation of these models to identify and potentially remove the key bottlenecks of sucrose accumulation, including using reverse genetics strategies, fell short of expectation.

The consequent realization that sucrose synthesis and accumulation in sugarcane is highly complex and that it may involve a large network of interactions operating at different levels of organization led to studies aimed at understanding the dynamics of gene and metabolic activities associated with sucrose accumulation at a more global scale [8, 13, 14]. The strong evidence of sucrose as a signaling molecule modulating a myriad of growth and developmental processes including cell division, cell differentiation and accumulation of storage products further strengthened this strategy [15, 16]. Microarray, transcriptomics and metabolomics studies on sucrose synthesis and accumulation in sugarcane internodes, though very limited in numbers, reported an association of sucrose level and the activity of a network of genes related to cell wall synthesis, stress responses, flowering, carbohydrate metabolism, lignin synthesis and sugar transport [8, 13, 14, 17, 18]. Most of these investigations compared low and high sugar varieties and generated considerable data and useful hypotheses for future investigation. For instance, Casu et al. (2005) [13] after extensive EST analyses concluded that sucrose accumulation in sugarcane is regulated by a network of growth and developmental processes associated with stem maturation, which include fibre production, vacuole formation, transport processes and osmotic changes. In another study, Iskandar et al. (2011) [19] altered sugar production in sugarcane stem by imposing water stress and observed no correlation between water stress-induced gene expression and sucrose accumulation. A more recent research on transcriptional basis of sucrose accumulation found a large set of genes differentially expressed between high and low sugar genotypes and proposed more studies to discern whether the sucrose level regulates the observed gene expression or vice versa [8]. Clearly, the molecular regulation of this unusual phenomenon of sucrose accumulation to extremely high levels of sucrose in sugarcane stem is far from understood.

Use of an appropriate experimental model greatly facilitates mechanistic studies of physiological processes such as sucrose accumulation in sugarcane stem. Crop production strategies aimed at improving stem sugar content by reducing vegetative growth and thereby channeling photosynthetically fixed carbon for sucrose accumulation in sugarcane have been in practice for a long time in many countries. This include withdrawing irrigation several weeks prior to harvest and the use of chemicals, primarily plant growth regulators, as ripening agents [20–23]. Ethylene-releasing compound ethephon was the first chemical ripener commercially used in sugarcane crops, and, as with most ripeners, the response to ethephon is genotype-dependent [22, 24]. The retention of sucrose accumulated in response to ripener application in sugarcane depends on the genotype and the growing condition of crop following ripener treatment [25]. The biochemical or molecular mechanism(s) underpinning this genotype-specificity and how ethylene enhances sucrose accumulation in sugarcane remain unclear. A previous study on ethylene-mediated sucrose accumulation using young sugarcane plants grown in a glasshouse has identified a reduction in leaf size and an increase in specific leaf area resulting in greater diversion of photosynthate to sink tissue (stem), accelerated internode formation and increased number of internodes as the contributing factors for increased sucrose production in ethylene-treated plants [18]. The only published research on combined transcriptional and hormonal changes in ethylene-treated mature field-grown sugarcane plants of a single commercial variety highlights an association between ethylene-induced sucrose accumulation, increased defense response and inactivation of auxins and gibberellins during ripening [26]. In this study reported here, we used ethylene-induced sucrose accumulation in the field as an experimental system to expand our molecular understanding of sucrose accumulation in sugarcane occurring naturally (natural ripening) and in response to ethylene application (accelerated ripening) in genotypes with large variation for sugar content. In responsive genotypes, ethylene boosts sucrose accumulation considerably and consistently compared to other ripeners, making the experimental system a robust tool for studying sucrose accumulation in sugarcane. Here, we conducted detailed transcriptome and sucrose analyses and identified patterns of gene expression and genes associated with sucrose accumulation, providing an explanation for differential genotypic response of ethylene-induced sucrose accumulation during accelerated ripening.

## Results

### Ethephon-induced sucrose production occurred only in the low-sugar clone

The analysis of sucrose content data showed highly significant (*P* < 0.001) genotype and treatment effects but there was no genotype by treatment interaction (Fig. 1). The top-performing high-sugar clone (HS) ROC22 produced almost 60% more sucrose (103 mg/g FW) than the low-sugar clone (LS) GT86–887 (40 mg/g FW) in the control treatment (Fig. 1). External application of ethephon increased sugar content by about 20% in GT86–887 (P < 0.001) as compared to control on day five after treatment, but it failed to elicit any difference in sucrose content in ROC22 and medium-sugar clone (MS) YT71–210 during that period (Fig. 1). The variation for sugar content between treatments did not change on day seven, the last point of measurements, in all the genotypes.

**Fig. 1:**
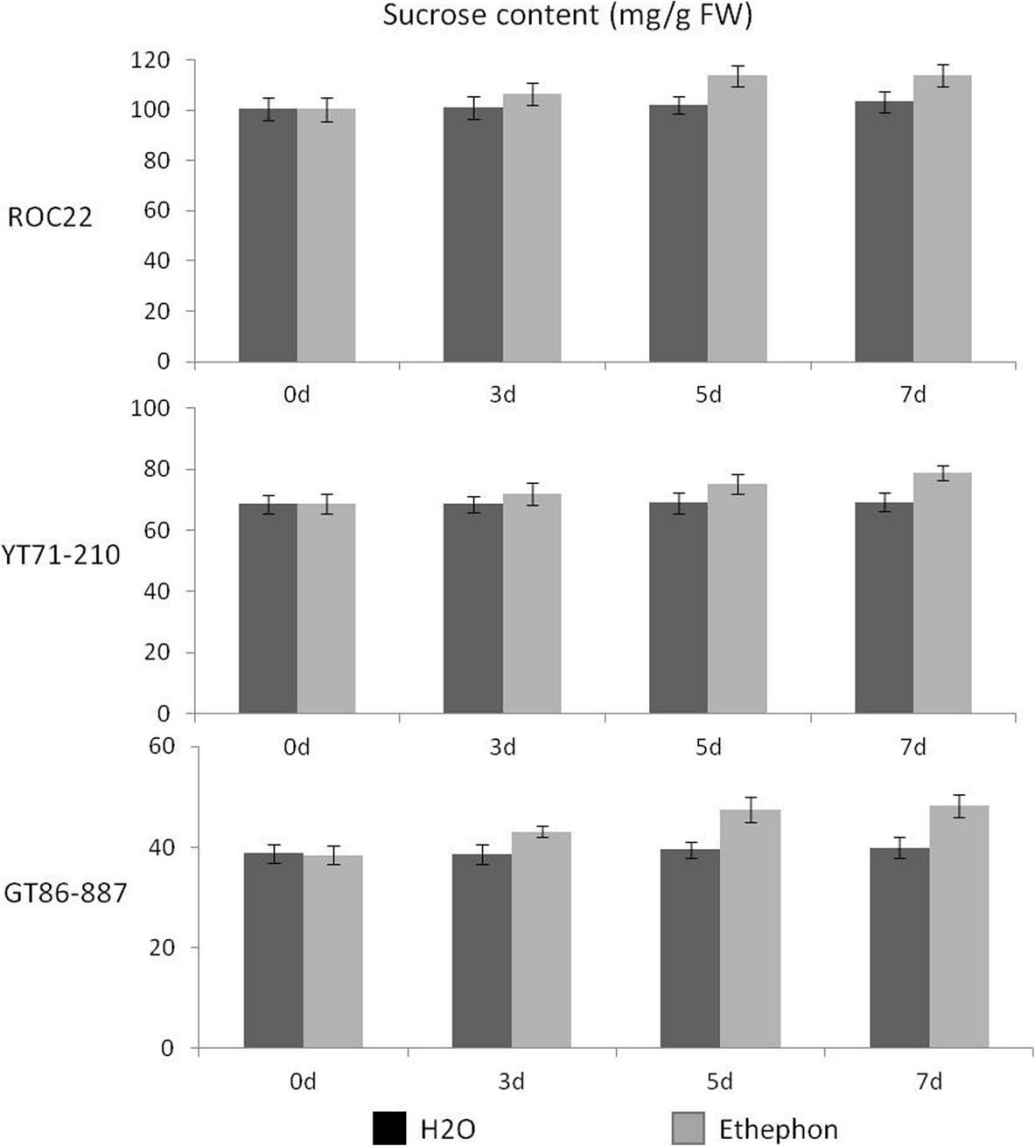
Effect of ethylene on sucrose content in mature stems of three sugarcane genotypes, ROC22, YT71–210 and GT86–887. Stem sugar content was quantified before (0 d) and 3, 5 and 7 days after ethylene treatment. The control treatment received water. The ordinate headline shows the ratio of sugar content to fresh weight (mg/g) ± SD. Data were analysed by ANOVA following a repeated measurements model using Genstat (VSNC, UK). Genotype (LSD 3.4) and treatment (LSD 2.8) effects are highly significant (*p* < 0.001) for day 5 and day 7

### Transcriptome analysis and identification of unigenes

To better understand the molecular changes associated with the natural variation for sucrose accumulation occurring in sugarcane, and how that process is affected by the externally supplied ethephon, we analysed transcriptome of young developing parts of sugarcane stem (developing/maturing phytomers) from ethephon-treated and control plants from all three genotypes using Illumina paired-end HiSeq platform. Samples from two biological repeats for each treatment from each genotype were prepared and sequenced (Additional file 11: Table S1).

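The tissue came from 3 genotypes called HS, MS and LS, for which the paper reports sucrose contents of 15%, 12.6% and 6%. The plants were 8 months old and were sprayed with water (CK) or with a 400 mg per L ethylene solution prepared from ethephon (T), a compound that releases ethylene inside the plant. Developing stalk tissue was taken 7 days later, 20 cm above the node of a young, fully expanded leaf. Each of the 6 groups had 2 biological replicates, so there were 12 libraries. The methods of the paper name 3 technical replicates per biological replicate and the sample labels name 2, and these had been merged before the values were made. The authors sequenced paired ends, assembled the clean reads with Trinity without a reference genome, and aligned them to the assembled unigenes with RSEM. For each library they deposited the expected count of every unigene and its FPKM (scaled by unigene length and library size, written RPKM in the paper). Expected counts were rounded to whole numbers before testing. The counts of replicates 1 and 2 summed to 23787300 and 21602200 in HS_CK, 22692900 and 20854200 in HS_T, 20453600 and 21338200 in MS_CK, 21636600 and 28747100 in MS_T, 22176400 and 22847100 in LS_CK and 23898300 and 19765600 in LS_T. Replicates of a group differed by more than sampling noise in all 6 groups, with a chi-square per degree of freedom from 6.67 to 25.7, so no pair was 1 library deposited under 2 names. Pairwise comparisons used edgeR's quasi-likelihood test with TMM normalization on the rounded counts. All 12 libraries entered 1 model, so that the groups shared an estimate of the spread with 6 residual degrees of freedom, and a count minimum of 10 left 54433 unigenes to test. A unigene counted as differentially expressed when its p-value after Benjamini-Hochberg adjustment was under 0.005 and its fold change was over 2, the limits that the paper gives for its own DEGseq test. Log2 fold changes are positive where the group named first was higher. An exact two-sided permutation test of 2 replicates against 2 cannot go below p = 0.333, so every adjusted p rests on the spread that the model shares among groups and unigenes. For a group without any count the fold change is given as a bound against 3 counts over the group, and for a group with 1 to 3 counts as a ratio with its exact 95% counting interval; both cover counting error only. The filter on low counts, the handling of replicates and the choice of test could each change the numbers.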

The reproducibility of the sequencing data was evaluated by Pearson’s correlation coefficients and it was calculated by log_10_ (RPKM+ 1). 

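Across all unigenes, the squared Pearson correlation of log10(FPKM + 1) between the 2 replicates was 0.902 in HS_CK and 0.901 in HS_T, 0.914 in MS_CK and 0.920 in MS_T, and 0.914 in LS_CK and 0.907 in LS_T. These correlations run across unigenes, which are not independent replicates. Libraries of the same genotype under the other treatment gave values of 0.876 to 0.918 in HS, on both sides of the HS replicate pairs. In MS they ran from 0.888 to 0.910 and in LS from 0.857 to 0.867, under the replicate pairs of these genotypes. Pairs of libraries from different genotypes under the same treatment lay lower, from 0.744 to 0.828 over 24 pairs. The measure moved most with Spearman's rho in place of Pearson's r, which put the squared value of the 6 replicate pairs between 0.613 and 0.655.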

All biological replicates were strongly correlated (R^2^ ≥ 0.90) with each other (Additional file 1: Figure S1). 

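Over the 12 libraries, 269799000 expected counts were assigned to unigenes, with a median of 21906500 per library. Such a count is a fragment placed on a unigene after alignment, and fragments that could not be placed are not in it. The number of clean reads before alignment was not analysed here.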

After quality assessment and data clearance, a total of more than 3 billion (G) reads combined from all samples were retained as high-quality reads and used in subsequent analyses (Additional file 11: Table S1).

The transcriptome assembled from the RNA-seq data was used as reference. The assembly of the clean reads was carried out using Trinity [27] and they were analyzed (Additional file 12: Table S2 and Additional file 13: Tables S3). A total of 337,456 transcripts with an average length of 930 bp and N50 of 1488 were assembled by de novo assembly. 

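The count and FPKM tables hold the same 163054 unigenes in each of the 12 libraries. Trinity names a unigene by its component and by a number within the component, so that c102611_g1 and c102611_g2 are different unigenes of 1 component. The unigenes fell into 128792 such components, and members of a component can be similar enough that the aligner divides reads between them. No count was assigned in any library to 6352 unigenes, which is 3.90% of the total.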

From this assembly 163,054 UniGenes with an average length of 731 bp and N50 of 1198 bp were identified (Fig. 2 and Additional file 2: Figure S2).

**Fig. 2:**
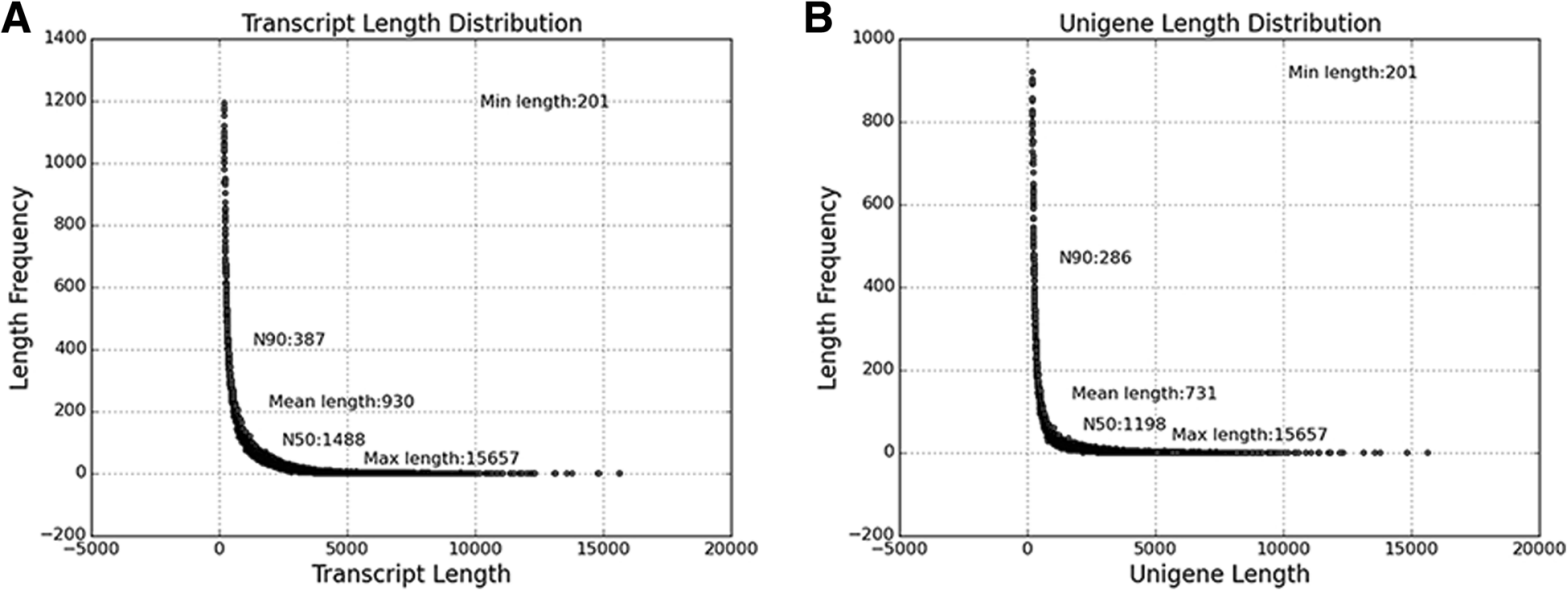
Statistics of transcripts and unigenes obtained from RNA-seq data. **a** Transcripts assembled from the RNA-seq data. **b** Unigenes obtained from the transcripts assembled

The unigenes were annotated in databases including NR, NT, KO, SwissProt, PFAM, GO, and KOG. Among them, 86,944 unigenes could be annotated through at least one database used, whereas 8385 of them were annotated in all databases (Additional file 14: Table S4). About 32% of the unigenes were annotated by Gene Ontology (GO) analysis, and were divided into three functional categories: those associated with biological processes, cellular components and molecular functions (Additional file 3: Figure S3A). For the “biological process” group, the most frequently associated terms were growth, development, metabolism, regulation, signailing, localisation and tissue organisation processes. For the “cellular component” group, the dominant classes were related to cell compartments, macromolecules, membranes, organelles and cellular structural parts. Catalitycal activity, binding, transport, macromolecular processes, molecular transducers and transcription factor were the major classes in the “molecular function” grouping. About 10% of the unigenes were annotated by KAAS to obtain the corresponding KO numbers, which were used to annotate them in the KEGG pathway (Additional file 3: Figure S3B). Based on the KO results, the genes were separated into 5 clusters in which the first three bins were involved in signal transduction, translation and carbohydrate metabolism, with 1782, 1886 and 1774 genes, respectively. Using KOG, 12% of the identified unigenes were annotated (Additional file 3: Figure S3C), and they were divided into 26 groups, with general function prediction only, translation and ribosomal biogenesis, post-translational modifications and protein turnover, signal transduction and energy production and conversion being the dominant ones.

We further analyzed the specific distribution of unigenes (67147) annotated with NR database based on BLASTx, which revealed that the transcripts from sugarcane share high sequence similarity with that of *Sorghum bicolor* (41.5%), *Zea mays* (20.1%), *Setaria italica* (8.8%), *Oryza sativa* (5.3%), and *Oncorhynchus mykiss* (5.3%) (Additional file 3: Figure S3D).

### Genotype had a dominant effect on differential gene expression than ethylene treatment

Among the annotated genes, approximately 70,000 genes were expressed in each of the samples, and 38,692 genes were co-expressed in all of the samples (Additional file 1: Figure S1A). 

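With a count above 0 taken as expressed, the libraries held between 85815 and 97817 expressed unigenes, with a median of 87532. In all 12 libraries together, 49797 unigenes had a count above 0. These numbers depend on the minimum. With FPKM above 0.1 as the minimum, 45836 unigenes were expressed in all libraries. An FPKM above 0.3 gave 38692 in all libraries and a median of 72247 per library, and an FPKM above 1, the minimum that moved the numbers most, gave 29027 and 48672.5. The highest numbers with a count above 0 were those of the LS_CK libraries, 97521 and 97817.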

To gain more insights into the molecular changes associated with the intrinsic genotypic and ethylene-induced variation for sucrose accumulation, transcriptomes of three genotypes with and without ethephon treatment were screened for differentially expressed genes (DEGs) by pairwise comparisons.

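Over the 9 pairwise comparisons, 17374 of the tested unigenes were differentially expressed in at least 1. Leaving out each library in turn lowered the number, although only the comparisons that hold the library were refitted. The other comparisons kept their calls from all 12 libraries, so the leave-outs do not measure how stable the number is. The setting that moved it most was an adjusted p under 0.05 with no limit on the fold change, which gave 37019. Summing the 2 replicates of each group and testing the sums under the random sampling model on which DEGseq rests gave 31611. In that model the difference between replicates does not enter, so a unigene that varies among plants of 1 group can pass. On simulated data in which no group differed, with the counts and spread of these libraries, the summed test called between 822 and 969 unigenes per comparison over 5 draws, and edgeR's test called between 0 and 2.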

There were 24,938 genes differentially expressed in all of the samples combined. We performed hierarchical clustering of these DEGs using the Euclidean distance method associated with complete-linkage. The expression patterns of six clusters, subcluster1–subcluster6, were plotted (Additional file 4: Figure S4). In LS clone, 4889 genes were down-regulated and 11,806 genes were up-regulated irrespective of the treatment (Additional file 4: Figure S4 subcluster1 and 2), among which 1154 genes were up-regulated more than five-fold (Additional file 4: Figure S4 subcluster5). 

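A unigene was taken as higher in LS when it was differentially expressed and higher in LS in all 4 of the comparisons HS_CK vs LS_CK, MS_CK vs LS_CK, HS_T vs LS_T and MS_T vs LS_T. By this rule 1595 unigenes were higher in LS than in both other genotypes under water and under ethephon, and 713 were lower. Among the former, 1216 had a fitted fold change over 5 in each of the 4 comparisons, a number that includes unigenes without counts in HS or MS. The LS libraries enter both comparisons of a treatment, so the calls are not independent. On the simulated unchanged groups, edgeR called no unigene higher in LS_CK than in both HS_CK and MS_CK in any of the 5 draws, while the summed test called between 105 and 119. The looser threshold moved these numbers most, to 3564 higher and 1903 lower unigenes. The clusters of Figure S4 were drawn by distance between expression profiles, which is another way of grouping than intersecting calls.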

In both LS and HS genotypes, 2182 genes were down-regulated and 5177 genes were up-regulated (Additional file 4: Figure S4. Subcluster 3 and 4). 

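Relative to MS, 802 unigenes were differentially expressed and higher in both HS and LS under both treatments, and 739 were lower in both. Each of these passed the threshold in all 4 of the comparisons of MS with HS and with LS. At the looser threshold, the setting that moved them most, the numbers were 1930 higher and 1960 lower. The 2 comparisons of a treatment share the MS libraries.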

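To ask which unigenes were reduced in MS by ethephon and stayed higher in the other genotypes, unigenes were sought that were lower in MS_T than in HS_T, in LS_T and in MS_CK. With edgeR's quasi-likelihood test, 0 unigenes passed the threshold in all 3 comparisons, and 732 had an unadjusted p under 0.05 and the same direction in all 3. At an adjusted p under 0.05 without a fold change limit 58 met the rule, DESeq2's Wald test at the main threshold gave 134, limma gave 0 and the summed replicates gave 490.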

One cluster involving 450 genes were up-regulated in all the samples except the MS genotypes under ethylene treatment (Additional file 4: Figure S4 subcluster 6).

Pair-wise comparisons of the three genotypes without ethylene treatment, MS_CK vs. LS_CK, HS_CK vs. MS_CK and HS_CK vs. LS_CK, revealed 12,488, 7003 and 10,859 DEGs, respectively, with 748 DEGs being common to all (Fig. 3a). 

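In MS_CK vs LS_CK 7288 unigenes were differentially expressed, in HS_CK vs MS_CK 5532 and in HS_CK vs LS_CK 8352. These were 13.4%, 10.2% and 15.3% of the tested unigenes. Of the 13091 unigenes called in at least 1 of the 3, 491 were called in all. Each pair of these comparisons shares the libraries of 1 genotype. In the simulated unchanged groups edgeR called no unigene in all 3 in any draw, and the summed test called 58 to 78. With 1 library left out, the remaining library of its group was assumed to vary like the other groups. HS_CK vs LS_CK then gave 4840 without HS_CK replicate 1, 4866 without HS_CK replicate 2, 3835 without LS_CK replicate 1 and 3902 without LS_CK replicate 2. HS_CK vs MS_CK gave 3166 without HS_CK replicate 1, 3392 without HS_CK replicate 2, 2249 without MS_CK replicate 1 and 2320 without MS_CK replicate 2, and MS_CK vs LS_CK gave 3302 without MS_CK replicate 1, 2988 without MS_CK replicate 2, 3372 without LS_CK replicate 1 and 3448 without LS_CK replicate 2.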

In the same three genotypes following ethylene treatment, the comparison of transcriptomes of MS_T vs LS_T, HS_T vs MS_T and HS_T vs LS_T revealed as many as 8779, 9992 and 9580 DEGs, respectively (Fig. 3b). 

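After ethephon, 8123 unigenes were differentially expressed in MS_T vs LS_T, 6503 in HS_T vs MS_T and 7873 in HS_T vs LS_T, out of those tested. All 3 comparisons called 503 unigenes, of 13849 called in at least 1. The simulated unchanged groups gave 0 by edgeR and up to 74 by the summed test. HS_T vs LS_T gave 3478 without HS_T replicate 1, 3183 without HS_T replicate 2, 3941 without LS_T replicate 1 and 5351 without LS_T replicate 2. HS_T vs MS_T gave 2702 without HS_T replicate 1, 2803 without HS_T replicate 2, 3750 without MS_T replicate 1 and 2440 without MS_T replicate 2. MS_T vs LS_T gave 4413 without MS_T replicate 1, 3468 without MS_T replicate 2, 4674 without LS_T replicate 1 and 5344 without LS_T replicate 2.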

Transcriptome comparison of the same genotype with and without ethylene treatment, MS_T vs. MS_CK, LS_T vs. LS_CK and HS_T vs. HS_CK, identified 636, 2918 and 96 DEGs, respectively (Fig. 3c). 

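Ethephon changed 1217 unigenes past the threshold in LS_T vs LS_CK, 2.24% of those tested, 6 in HS_T vs HS_CK and 1 in MS_T vs MS_CK. The unigene called in MS was c94165_g1, named after its values were seen, with FPKM of 2.36 and 2.80 in the MS_CK replicates and 80.3 and 96.6 in those of MS_T (log2 fold change 5.39, adjusted p = 6.2e-04). It was also the only one called in all 3 genotypes, with log2 fold changes of 7.08 in HS and 2.65 in LS. All 6 unigenes called in HS rose, and all were also called in LS; those not called in MS rose there too, with an adjusted p from 0.00503 to 0.0676. The numbers depend on the test. DESeq2's Wald test at the same threshold called 2682 in LS, 683 in MS and 91 in HS, limma on log2(FPKM + 1) called 1194, 14 and 7, and the summed replicates, the setting that moved them most, gave 6465, 3257 and 1423. At an unadjusted p under 0.05, edgeR's test counted 13344 in LS, 6705 in MS and 2187 in HS. In simulated data with 200 unigenes changed by 3 on the log2 scale between LS_T and LS_CK, edgeR recovered 127 of them among 54433 unigenes. The LS number fell with any 1 LS library left out, when a group held 1 library and the test had less power. In MS, 0 were called without either MS_CK replicate, 16 without MS_T replicate 1 and 2 without MS_T replicate 2, and in HS the leave-outs gave 3 and 2 without HS_CK replicates 1 and 2 and 2 and 4 without those of HS_T. By fitted fold change, which for a group without counts is no more than a bound, the largest called rises in LS were those of c51588_g1 and c87692_g3, to which the paper gives no name in its text. For c51588_g1 there were 1099 counts in LS_T against 1 in LS_CK, a ratio of 1199 (interval 215 to 47395), and c87692_g3 had 157 counts in LS_T and 0 in LS_CK, at least 57.1-fold higher. The largest called falls on this scale were those of c80716_g2, with 413 counts in LS_CK against 1 in LS_T, a ratio of 379 (interval 67.6 to 14989.5), and of c80620_g1, with 36 counts in LS_CK and 0 in LS_T, at least 11.0-fold lower. From water to ethephon, c80716_g2 went from 368 to 17 counts in HS and from 176 to 4 in MS. For c80620_g1 the counts went from 37 to 8 in HS and from 37 to 12 in MS. Those of c51588_g1 rose from 1 to 55 in HS and from 1 to 220 in MS, and those of c87692_g3 from 9 to 16 and from 0 to 2. In HS and in MS edgeR called 0 of the 4, although 3 had an unadjusted p under 0.05 in each, and DESeq2 called 2 in MS. None of these 4 stayed past the threshold with any 1 of the 4 LS libraries left out, when their adjusted p lay between 0.00653 and 0.0312.

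**Figure D1:**
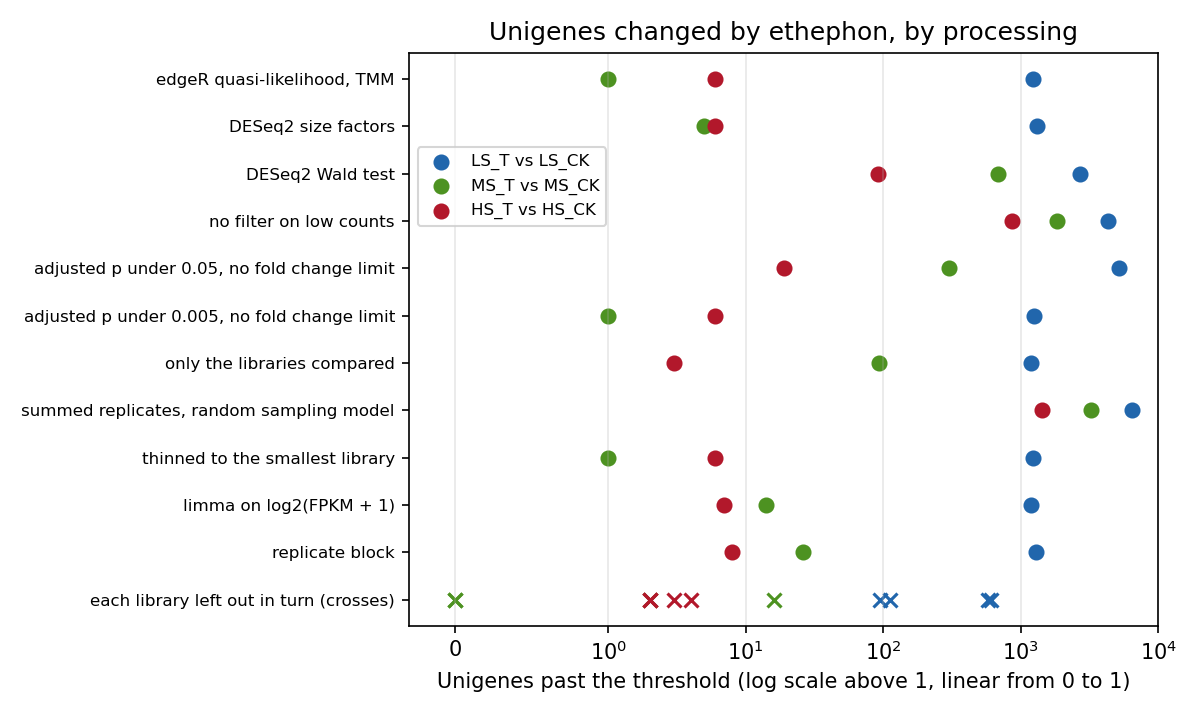
Number of unigenes past the threshold after ethephon in LS, MS and HS (horizontal axis) under each setting of the analysis (vertical axis). The markers of LS lie to the right of those of MS and HS under every setting drawn, while the number within each genotype changes with the test.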

The number of up-regulated DEGs was larger than that of down-regulated ones in LS_T vs. LS_CK, HS_T vs. MS_T, HS_CK vs. MS_CK and HS_T vs. HS_CK comparisons, but the opposite was true for MS_T vs. MS_CK, MS_T vs. LS_T, MS_CK vs. LS_CK, HS_T vs. LS_T and HS_CK vs. LS_CK (Fig. 3d). 

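Of the unigenes called in LS_T vs LS_CK, 1042 were up-regulated and 175 down-regulated. Up-regulated unigenes were the larger part in HS_T vs MS_T (3459 against 3044) and in HS_CK vs MS_CK (3035 against 2497). Down-regulated unigenes were the larger part in MS_T vs LS_T (5109 against 3014), MS_CK vs LS_CK (4583 against 2705), HS_T vs LS_T (4440 against 3433) and HS_CK vs LS_CK (4864 against 3488). For the ethephon comparison in MS the main threshold left a single unigene, so the split was read from looser settings. At an adjusted p under 0.05 without a fold change limit 199 rose and 102 fell, DESeq2 gave 376 and 307, and the summed replicates gave 1524 and 1733, so that the larger direction changed with the setting. In HS, DESeq2 gave 64 rising and 27 falling unigenes.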

Overall the data on gene expressions shows genotype-dependent ethylene response, similar to sugar production. 

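Whether the ethephon effect differed between genotypes was tested directly, as the difference between the log2 fold changes of 2 genotypes in the same model. The effect in LS differed from that in HS for 21 unigenes and from that in MS for 191, with the limits set for differential expression. Of the 21, 18 had the higher effect in LS, and the median log2 fold change of all 21 was 3.50 in LS and 0.14 in HS. Of the 191, 187 had the higher effect in LS and 160 rose in LS while falling in MS, and the median of all 191 in MS was -1.13. Both sets held 16 unigenes in common, and they share the LS libraries. Between MS and HS edgeR's test found 0, with 3178 unigenes at an unadjusted p under 0.05; DESeq2 found 56 and limma 0. With DESeq2 the numbers for LS against HS and against MS were 865 and 1184, and with the libraries of each test alone in the model they were 0 and 467. Leaving out 1 library changed the number for LS against HS to 146 without HS_CK replicate 1, 2 without HS_CK replicate 2, 0 without HS_T replicate 1, 0 without HS_T replicate 2, 1 without LS_CK replicate 1, 0 without LS_CK replicate 2, 2 without LS_T replicate 1 and 4 without LS_T replicate 2. For LS against MS it changed to 0 without any 1 of the MS libraries, to 1 without LS_CK replicate 1, to 6 without LS_T replicate 1, to 92 without LS_CK replicate 2 and to 83 without LS_T replicate 2. In simulated data with a true difference of 3 on the log2 scale between LS and HS in 200 of the 54433 unigenes, the test recovered 69. From its gene expression data the paper concludes that the response to ethylene depends on the genotype, as sugar production did.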

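In HS_CK vs LS_CK, 24699 of the tested unigenes had an unadjusted p under 0.05, against 20427 in HS_CK vs MS_CK and 22689 in MS_CK vs LS_CK. The median absolute log2 fold change over all tested unigenes was 0.64, 0.54 and 0.59 in these comparisons, and 0.64 in HS_T vs LS_T. The corresponding medians for ethephon against water were 0.39 in LS, 0.28 in MS and 0.19 in HS. The water comparison of HS with LS called the most unigenes of the 9 comparisons with all 12 libraries in the model, but with only the 4 libraries of a comparison it called 3028 against 6508 in MS_CK vs LS_CK. At an adjusted p under 0.05 without a fold change limit HS_T vs LS_T called more, 19554 against 19283.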

The most dramatic expression changes were found in the comparison between HS_CK and LS_CK, which indicate the occurrence of significant gene level variation for sugar production among different sugarcane genotypes. Further, the heatmap on gene expression profiles (Fig. 3e), revealed that more significant gene expression differences exist between genotypes than between treatments.

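The sums of squares of log2 counts per library size (CPM) over the tested unigenes were divided between genotype, treatment, their interaction and the difference between replicates. Genotype took 75.8% of the variation, treatment 5.62%, the interaction 7.44% and replicates 11.1%. These shares are not scaled by the number of levels, which is larger for genotype. Reads of all genotypes were aligned to 1 joint assembly, where a gene copy of 1 genotype can form its own unigene. The shares were not computed on counts summed per Trinity component, so such copies may add to the genotype share. The order of genotype before treatment held on log2(FPKM + 1), with 68.6% and 7.81%. The choice of unigenes moved the genotype share most, to 87.4% when only unigenes called in at least 1 comparison were taken, with 3.66% for treatment. In a principal component analysis of the tested unigenes the first component carried 42.9% of the variation, the second 33.7% and the third 7.22%, and the plot of the first 2 components shows 1 cluster of 4 libraries for each genotype. From the heatmap the paper concludes that expression differed more between genotypes than between treatments.

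**Figure D2:**
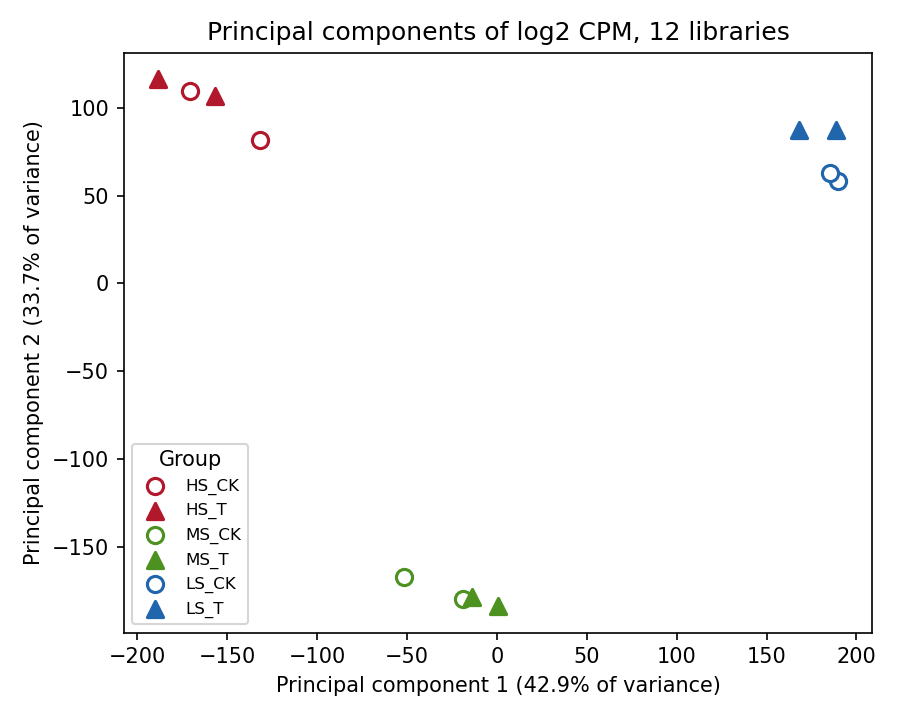
Principal component analysis of log2 CPM of the 54433 tested unigenes; the horizontal axis is the first component (42.9% of the variation) and the vertical axis the second (33.7%). Each marker is 1 of the 12 libraries, with circles for water and triangles for ethephon, and the libraries of HS, MS and LS form separate clusters.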

**Fig. 3:**
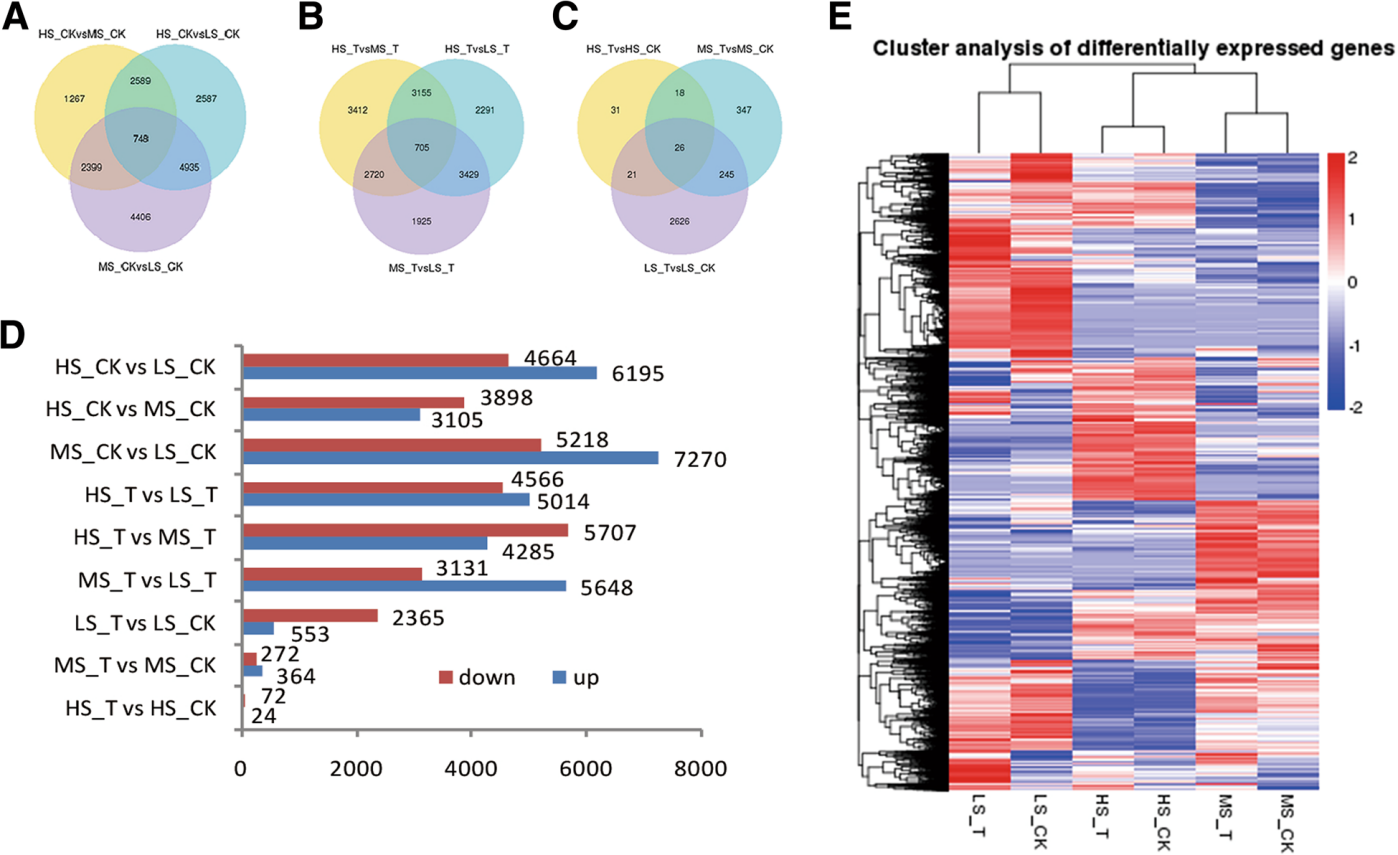
Statistics of DEGs identified in maturing stem tissue in different sugarcane genotypes treated with ethephon. Venn diagram of pairwise comparisons DEGs in three genotypes (**a**) before ethephon treatment (**b**) after ethephon treatment and (**c**) before and after ethephon treatment. (**d**) Number of up-regulated and down-regulated DEGs before and after ethephon treatment in 3 genotypes. (**e**) Heatmap of DEGs in 3 genotypes before and after ethephon treatment. Expression values are presented as RPKM normalized log_2_ transformed counts. Red and blue colors indicate up- and down- regulated transcripts, respectively. CK- check (water control), T- ethephon treatment, HS: high-sugar variety, MS: medium-sugar variety, LS: low-sugar variety

### Sucrose and starch metabolism genes were expressed more abundantly in high-sugar than in low-sugar genotype, but they were more responsive to ethylene treatment in low-sugar genotype

Classification of DEGs based on GO annotations helped to group them into different functional categories. This was followed by pairwise comparisons of samples between genotypes grown under the same condition, and between samples from the same genotype grown under different conditions. The over-represented GO terms of DEGs were in three GO categories (cellular component, molecular function, and biological processes) (Additional file 5: Figure S5). In the molecular function category, most GO terms such as catalytic activity, transcription factors, transport, binding, etc., were enriched significantly in most pairwise comparisons except for HS_T vs. HS_CK and MS_T vs. MS_CK. Also, the terms of “Kinase activity”, “Phosphotransferase activity” and “Energy metabolism” were enriched significantly in this group (Additional file 5: Figure S5A). In the biological process category, GO terms of” Phosphorylation”, “Protein modification” and “Stress responses “were enriched significantly in most comparisons (Additional file 5: Figure S5B). In the cellular component category, no GO term was enriched significantly in comparisons between different genotypes. However, some terms such as apoplast, cell periphery and nucleoplasm were enriched in samples from ethylene treatment which suggested the effect of ethylene on the cellular components and activities in apoplasm (Additional file 5: Figure S5C).

KEGG analysis was also performed to explore the pathways in which DEGs are involved (Additional file 6: Figure S6). The DEGs were assigned to photosynthesis, plant hormone signal transduction, plant-pathogen interaction, starch and sugar metabolism, stress responses, lipid metabolism, apoptosis and amino-sugar and nucleotide-sugar metabolism. The most co-expression genes found among the different pairwise comparisons were involved in plant hormone signal transduction and plant-pathogen interaction. According to the GO and KEGG analysis, DEGs were further clustered between different genotypes irrespective of the treatment condition.

Evidence published so far indicate the existence of a complex mechanism to control sugar metabolism and accumulation in sugarcane. To further understand the gene regulatory dynamics of sucrose production in sugarcane, DEGs involved in *carbohydrate* metabolism were selected for pairwise comparisons (Fig. 4a). 

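All 7 unigenes of starch and sucrose metabolism or of the cell wall had a positive log2 fold change in HS against LS and against MS under both treatments. Past the threshold were 4 of the 7 in HS_CK vs LS_CK, 7 in HS_CK vs MS_CK, 6 in HS_T vs LS_T and 7 in HS_T vs MS_T, and 6, 7, 6 and 7 when p was adjusted over the list alone. The paper chose its lists on these same samples, so counts adjusted over a list alone are not independent evidence. Among the sucrose alpha-glucosidases, c91663_g1 had an FPKM of 48.5 ± 11.0 in HS_CK (mean ± SD of 2 replicates) against 10.8 ± 0.0778 in LS_CK, a log2 fold change of 2.42 (standard error 0.222, adjusted p = 3.0e-05). In MS this unigene was nearly absent, with 5132 counts in HS_CK against 1 in MS_CK, a ratio of 4886 (interval 877 to 193019). For c84505_g3 the counts were 66 in HS_T and 0 in MS_T, at least 28.3-fold higher in HS_T. The smallest of the differences was that of c93760_g1, 0.85 (standard error 0.120, adjusted p = 4.2e-04) in HS_CK vs LS_CK and 0.79 (standard error 0.120, adjusted p = 6.8e-04) in HS_T vs LS_T, where the p-value passed its limit and the fold change did not. The pectinesterases c71803_g1 (1.71, standard error 0.403, adjusted p = 0.00737) and c90370_g1 (2.47, standard error 0.608, adjusted p = 0.00931) were not past the threshold in HS_CK vs LS_CK; with the replicates summed both were. For polygalacturonase c87273_g1 the ratio of HS_CK to LS_CK, with 1 count in LS_CK, was 231 (interval 41.0 to 9173), and 6-phosphofructokinase c95560_g1 had a log2 fold change of 4.06 (standard error 0.509, adjusted p = 2.2e-04) in HS_T vs LS_T. Called unigenes still past the threshold after omission of 1 library numbered 2 to 4 in HS_CK vs LS_CK (fewest without LS_CK replicate 1) and 4 to 6 in HS_CK vs MS_CK (fewest without MS_CK replicate 1). They numbered 3 to 4 in HS_T vs LS_T (fewest without HS_T replicate 2) and 4 to 6 in HS_T vs MS_T (fewest without MS_T replicate 2).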

The results showed that under both water and ethylene treatments, the expression of unigenes involved in starch/sucrose metabolic pathway, such as *c91663_g1* (sucrose α-glucosidase, INV), *c93760_g1* (sucrose α-glucosidase, INVs), *c84505_g3* (sucrose α-glucosidase, INV), *c87273_g1* (polygalacturonase) and *c95560_g1* (6-phosphofructokinase), and cell wall modifying genes *c71803_g1* (pectinesterase) and *c90370_g1* (pectinesterase) was higher in HS than that in MS and LS. The transcript of *c101377_g1* (starch synthase) in HS and MS was higher than that of LS. 

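The starch synthase unigene c101377_g1 had an FPKM of 5.46 ± 0.686 in HS_CK, 12.9 ± 2.46 in MS_CK and 2.17 ± 0.799 in LS_CK. Against LS it was higher under water in HS (log2 fold change 1.37, standard error 0.258, adjusted p = 0.00231) and in MS (2.57, standard error 0.257, adjusted p = 5.6e-05), and under ethephon in HS (1.24, standard error 0.258, adjusted p = 0.00401) and in MS (2.40, standard error 0.254, adjusted p = 7.4e-05). It was lower in HS than in MS, by a log2 fold change of -1.20 (standard error 0.238, adjusted p = 0.00409) under water and -1.16 (standard error 0.237, adjusted p = 0.00416) under ethephon. The comparison of HS_CK with LS_CK was no longer past the threshold without HS_CK replicate 1 (adjusted p = 0.0148), HS_CK replicate 2 (adjusted p = 0.00639) or LS_CK replicate 2 (adjusted p = 0.0207). That of HS_T with LS_T was no longer past it without HS_T replicate 1 (adjusted p = 0.0252), HS_T replicate 2 (adjusted p = 0.0167), LS_T replicate 1 (adjusted p = 0.0270) or LS_T replicate 2 (adjusted p = 0.0172). The differences between HS and MS were lost without any 1 of the libraries compared, with adjusted p from 0.0151 to 0.0333 under water and from 0.0192 to 0.0377 under ethephon. None of the differences of HS from LS or MS was called by limma.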

Some other unigenes including *c83285_g1*, *c101169_g3* (cellulose synthase), *c86041_g2* (1,3-beta-D-glucan synthase), *c86791_g4* (phloem sucrose loading), *c105310_g2* (1,3-beta-D-glucan synthase), *c42182_g1* (1,4-alpha-glucan branching enzyme) were highly expressed in HS and MS. These highly expressed starch/sucrose metabolism related genes suggest the occurrence of high starch/sucrose metabolic strength in HS compared to MS and LS. Also, there were other unigenes highly expressed in MS and LS, which include *c103501_g1* (starch synthase), *c99737_g1* (sucrose alpha-glucosidase), *c83266_g1* (pectinesterase), and *c95985_g1* (phosphotransferase) with function mostly in starch and sucrose metabolism and cell wall modification.

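For these 6 unigenes the log2 fold change of HS against LS and of MS against LS was negative under both treatments. Past the threshold, 5 of the 6 were lower than in LS in each of HS_CK vs LS_CK, MS_CK vs LS_CK, HS_T vs LS_T and MS_T vs LS_T, and none was higher; with p adjusted over the list alone 6, 5, 6 and 5 were lower. The exception in all 4 was the branching enzyme c42182_g1, with an FPKM of 6.17 ± 1.27 in LS_CK and 0.785 ± 0.870 in HS_CK (log2 fold change -2.80, standard error 0.658, adjusted p = 0.00743); it passed the threshold in this comparison without HS_CK replicate 2 (-4.94, adjusted p = 0.00219). The cellulose synthase c101169_g3 had an FPKM of 5.47 ± 2.02 in LS_CK, 1.19 ± 0.226 in HS_CK and 1.21 ± 0.0919 in MS_CK (HS_CK vs LS_CK -1.95, standard error 0.276, adjusted p = 4.3e-04, MS_CK vs LS_CK -2.16, standard error 0.280, adjusted p = 2.8e-04). For the glucan synthase c86041_g2 there were 93 counts in LS_CK and 0 in MS_CK, at least 26.1-fold lower in MS_CK, and the other one, c105310_g2, had a log2 fold change of -2.64 (standard error 0.283, adjusted p = 8.0e-05) in HS_CK vs LS_CK. Phloem sucrose loading unigene c86791_g4 had one of -4.76 (standard error 0.539, adjusted p = 1.2e-04) in HS_T vs LS_T, and c83285_g1 one of -2.35 (standard error 0.310, adjusted p = 2.8e-04) in HS_CK vs LS_CK. The value for c86791_g4 rests on 4 counts in HS_T against 127 in LS_T, while its FPKM was 2.21 ± 2.95 and 6.61 ± 2.11. For c83285_g1 too, counts and FPKM ran apart, between MS and LS: under ethephon the log2 fold change of MS_T vs LS_T was -1.999 (standard error 0.307, adjusted p = 6.9e-04) on counts, while its FPKM was 13.4 ± 0.297 in MS_T and 11.8 ± 6.71 in LS_T. The called unigenes that remained past the threshold with 1 library left out numbered 4 to 5 in HS_CK vs LS_CK (fewest without HS_CK replicate 1) and 2 to 4 in MS_CK vs LS_CK (fewest without MS_CK replicate 2). In the remaining comparisons there were 2 to 5 in HS_T vs LS_T (fewest without HS_T replicate 1) and 3 to 5 in MS_T vs LS_T (fewest without LS_T replicate 1 or MS_T replicate 1). By limma, 5 of the 6 were called in HS_CK vs LS_CK, 2 in MS_CK vs LS_CK, 3 in HS_T vs LS_T and 1 in MS_T vs LS_T. From the expression of the carbohydrate unigenes it lists, the paper proposes a higher strength of starch and sucrose metabolism in HS than in the other genotypes.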

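All 4 of these unigenes were past the threshold and lower in HS in each of the comparisons with LS and with MS under water and under ethephon. The largest difference was that of the phosphotransferase c95985_g1, with an FPKM of 0.600 ± 0.0990 in HS_CK, 2.51 ± 0.0849 in MS_CK and 6.34 ± 0.382 in LS_CK (HS_CK vs LS_CK, log2 fold change -4.06, standard error 0.256, adjusted p = 4.5e-06). It was the only one of the 4 called between MS and LS, -2.39 (standard error 0.226, adjusted p = 3.9e-05) in MS_CK vs LS_CK. The sucrose alpha-glucosidase c99737_g1 had a log2 fold change of -2.83 (standard error 0.249, adjusted p = 3.2e-05) in HS_CK vs MS_CK, the pectinesterase c83266_g1 one of -1.42 (standard error 0.176, adjusted p = 2.6e-04), and the starch synthase c103501_g1 one of -1.73 (standard error 0.329, adjusted p = 0.00320). When each library was left out in turn, the called unigenes that stayed past the threshold numbered 3 in HS_CK vs LS_CK for each library left out and 2 to 4 in HS_CK vs MS_CK (fewest without HS_CK replicate 1, HS_CK replicate 2 or MS_CK replicate 1). Their number was 3 to 4 in HS_T vs LS_T (fewest without HS_T replicate 2) and 2 to 4 in HS_T vs MS_T (fewest without HS_T replicate 1). In HS_CK vs LS_CK, c103501_g1 was lost without HS_CK replicate 1 (adjusted p = 0.00935), HS_CK replicate 2 (adjusted p = 0.0153), LS_CK replicate 1 (adjusted p = 0.0105) or LS_CK replicate 2 (adjusted p = 0.00722).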

**Fig. 4:**
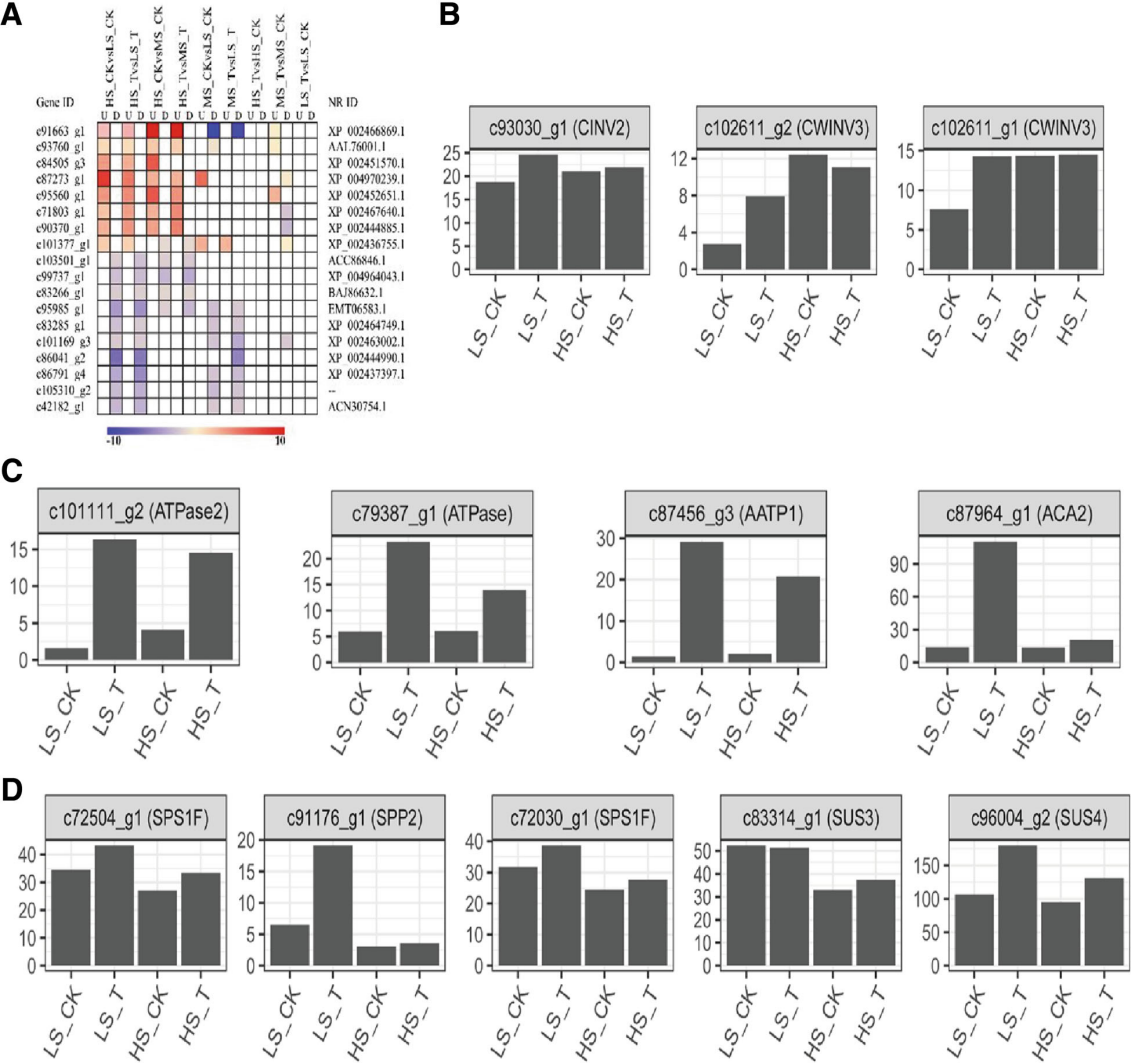
Analysis of differential expression of unigenes associated with carbohydrate metabolism. Pairwise comparison of differentially expressed unigenes involved in starch and sucrose metabolism (**a**). The significance in each comparison pair is indicated using log-transformed *P*-value (red); the dark gray areas represent missing values. Expression of invertases (**b**), ATPase (**c**) and SPS/SUS in HS and LS (**d**) as affected by ethylene treatment. CK- check (water control), T- ethephon treatment, HS: high-sugar variety, MS: medium-sugar variety, LS: low-sugar variety

We compared the differentially expressed starch and sucrose metabolic pathway (KEGG) in HS and LS. Many genes involved in the starch and sucrose metabolism were changed. The *amylase* (EC3.2.1.1 and EC3.2.1.2), *starch synthase* (EC2.4.1.31) and *invertase* (EC3.2.1.26) were more intensely expressed in HS while the expression of *hexokinase* (EC2.7.1.1), *glucan-branching enzyme* (EC2.4.1.18) and *glycogen-branching enzyme* (TreXYZ) was lower (Additional file 7: Figure S7). Also, the genes involved in Photosystem I, Photosystem II and related protein complexes were differentially expressed in HS and LS (Additional file 8: Figure S8).

Sugar transport is an essential process for sugar accumulation in sugarcane [28–30]. We analyzed the expression of sugar transporter genes. Cytosolic and cell wall invertases are supposed to function in sugar transport through symplast and apoplast [31–34]. From the transcriptome data, the cytosolic acid invertase *c93030_g1* (annotated as CINV2) and cell wall invertases *c102611_g1* (CWINV3) and *c102611_g2* (CWINV3) were all expressed in both HS and LS, and the expression of *CWINV3* was significantly high in HS and enhanced by ethylene treatment in LS (Fig. 4b). 

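The invertase unigenes had counts in every library of HS and LS. In HS_CK the FPKM of c102611_g1 was 14.4 ± 2.64 against 8.04 ± 0.629 in LS_CK (log2 fold change 1.045, standard error 0.167, adjusted p = 8.8e-04), and that of c102611_g2 was 12.4 ± 4.46 against 3.65 ± 1.25 (1.94, standard error 0.371, adjusted p = 0.00249). Both were past the threshold, and both were lost from it without HS_CK replicate 1 (adjusted p = 0.00730 and 0.0195), LS_CK replicate 1 (0.00688 and 0.00760) or LS_CK replicate 2 (0.0121 and 0.0277). The 2 CWINV3 unigenes belong to 1 Trinity component, so reads could be divided between them. The cytosolic invertase c93030_g1 did not pass it (0.34, standard error 0.174, adjusted p = 0.148). After ethephon in LS, edgeR called 0 of the 3 past the threshold, with log2 fold changes of 0.92 (standard error 0.167, adjusted p = 0.00666) for c102611_g1, 1.21 (standard error 0.376, adjusted p = 0.0705) for c102611_g2 and 0.47 (standard error 0.174, adjusted p = 0.124) for c93030_g1. At an unadjusted p under 0.05 all 3 rose, while DESeq2 and limma called 0 and the summed replicates 1, c102611_g2; c102611_g1 passed at an adjusted p under 0.05 without a fold change limit. In HS_T vs HS_CK the log2 fold changes were 0.03 and -0.14 for the CWINV3 unigenes, and the difference between the ethephon effects in LS and HS was 0.90 (standard error 0.233, adjusted p = 0.118) and 1.35 (standard error 0.508, adjusted p = 0.314).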

Meanwhile, the cellular pH and activity of ATPases affect sugar transport through the membrane. 

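In LS_T vs LS_CK, 3 of the 4 ATPase unigenes c101111_g2, c79387_g1, c87456_g3 and c87964_g1 were past the threshold, and 4 with p adjusted over the list alone. The FPKM of c87964_g1 rose from 13.8 ± 0.778 in LS_CK to 110.4 ± 24.0 in LS_T (log2 fold change 3.09, standard error 0.215, adjusted p = 7.7e-05), that of c79387_g1 from 5.95 ± 4.28 to 23.3 ± 5.30 (2.91, standard error 0.395, adjusted p = 0.00151) and that of c87456_g3 from 1.41 ± 1.61 to 29.2 ± 5.40 (4.44, standard error 0.701, adjusted p = 0.00334). For c101111_g2 there were 30 counts in LS_T against 3 in LS_CK, a ratio of 10.9 (interval 3.39 to 55.9), with an adjusted p = 0.0183. The call of c79387_g1 was lost without LS_CK replicate 1 (adjusted p = 0.0215), LS_CK replicate 2 (adjusted p = 0.00911) or LS_T replicate 2 (adjusted p = 0.00878), and that of c87456_g3 without LS_CK replicate 1 (adjusted p = 0.0178), LS_CK replicate 2 (adjusted p = 0.00541), LS_T replicate 1 (adjusted p = 0.0131) or LS_T replicate 2 (adjusted p = 0.0108). In HS_T vs HS_CK edgeR called 0 of the 4, although 4 had an unadjusted p under 0.05 and rose; DESeq2 and limma called 0, the summed replicates 2, c79387_g1 and c87456_g3. Adjusted over the list alone, 1 was called in HS, c87456_g3. In MS_T vs MS_CK 0 were called by edgeR, DESeq2 or limma, with 2 at an unadjusted p under 0.05, c79387_g1 and c87964_g1. Tested directly, the effect on c87964_g1 was larger in LS than in MS, with a difference of 2.27 (standard error 0.302, adjusted p = 0.00433), and the difference between LS and HS was 2.49 (standard error 0.290, adjusted p = 0.00594), which DESeq2 called but edgeR and limma did not. The call for LS against MS was lost without any 1 of the 8 libraries compared, with adjusted p from 0.00694 to 0.0314, and by limma. For the other 3 the difference between LS and HS was 1.49 in c101111_g2, 1.92 in c79387_g1 and 1.06 in c87456_g3, with adjusted p of 0.671, 0.148 and 0.751.

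**Figure D3:**
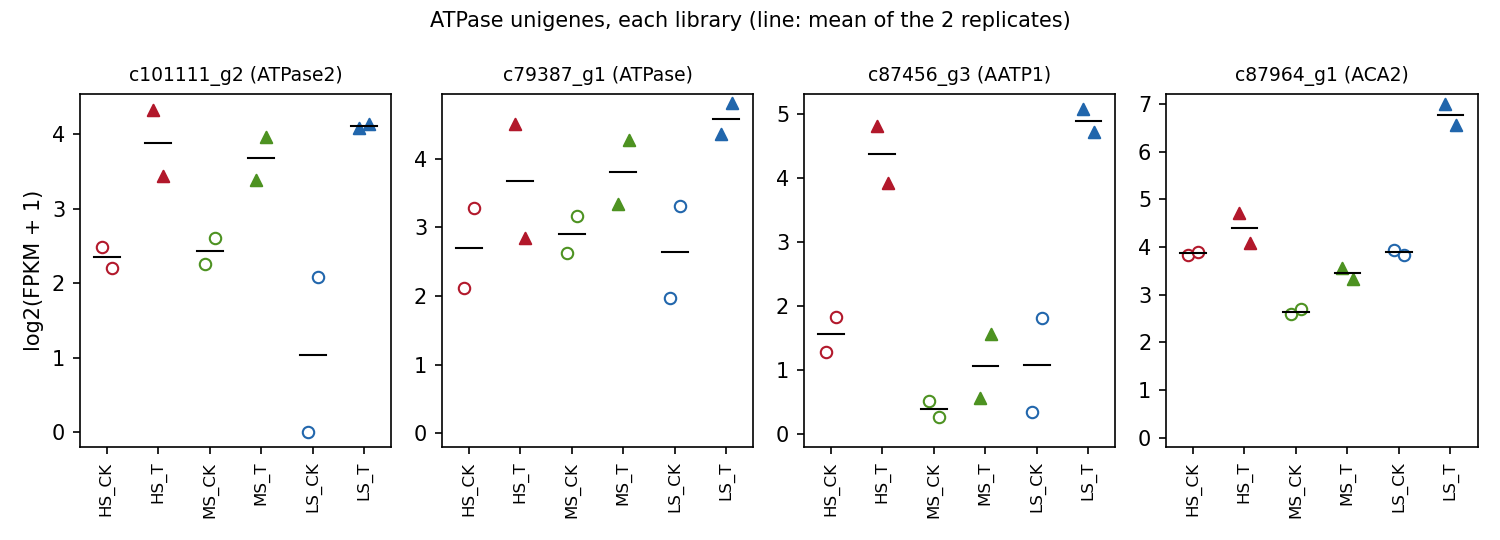
FPKM of the 4 ATPase unigenes (panels) in HS, MS and LS, on the vertical axis as log2(FPKM + 1), with circles for water, triangles for ethephon and a line at the mean of the 2 replicates. The ethephon libraries lie above the water libraries in LS in every panel, and by less or with overlap in MS and HS.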

Expression of *c101111_g2* (ATPase2), *c79387_g1* (ATPase), *c87456_g3* (AATP1) and *c87964_g1* (ACA2) were significantly induced by ethylene treatment (Fig. 4c), which may be part of the mechanism by which ethylene increases sucrose accumulation in sugarcane.

The sucrose biosynthesis in the source organ (leaf) also affects its accumulation in sugarcane stem. Starch phosphorylase (SPase) and sucrose phosphate synthase (SPS) are the two key enzymes in sucrose synthesis. SPS catalyzes the binding of UDPG to F6P to form sucrose phosphate and ethylene strongly stimulated SPS transcript accumulation in banana [35]. 

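Between HS and LS under water, none of c72504_g1, c91176_g1 and c72030_g1 passed the threshold by edgeR, DESeq2 or limma, with log2 fold changes in HS_CK vs LS_CK of -0.24 (standard error 0.209, adjusted p = 0.398), -0.89 (standard error 0.220, adjusted p = 0.00994) and -0.23 (standard error 0.209, adjusted p = 0.427); 1 of them, c91176_g1, had an unadjusted p under 0.05. After ethephon c91176_g1 was lower in HS than in LS (-2.35, standard error 0.224, adjusted p = 4.3e-05 in HS_T vs LS_T). In LS its FPKM rose from 6.69 ± 0.283 to 19.1 ± 0.219 with ethephon (log2 fold change 1.51, standard error 0.215, adjusted p = 0.00192), past the threshold, but not without LS_CK replicate 1 (adjusted p = 0.0240), LS_CK replicate 2 (adjusted p = 0.0267), LS_T replicate 1 (adjusted p = 0.00797) or LS_T replicate 2 (adjusted p = 0.0112), and not by limma. The 2 SPS1F unigenes changed less in LS, by 0.34 (standard error 0.208, adjusted p = 0.351) for c72504_g1 and 0.32 (standard error 0.208, adjusted p = 0.380) for c72030_g1, and no setting called either. The ethephon effect on c91176_g1 in LS against that in HS differed by 1.47 (standard error 0.310, adjusted p = 0.0559), a difference that DESeq2 and the summed replicates called but edgeR and limma did not.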

The expressions of *c72504_g1* (SPS1F), *c91176_g1* (SPP2), *C72030_g1* (SPS1F) displayed no significant difference in HS and LS, while they were all influenced by ethylene treatment in LS (Fig. 4d, Additional file 7: Figure S7). SuSy catalyses sucrose biosynthesis or degradation depended on the availability of UDP-Glucose [36, 37]. Relatively higher expression of *c83314_g1* (SUS3) and *c96004_g2* (SUS4) were recorded in LS than in HS and their expression was induced by ethylene treatment (Fig. 4d). 

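The SUS3 unigene c83314_g1 had an FPKM of 44.4 ± 11.0 in LS_CK and 32.98 ± 5.92 in HS_CK, a log2 fold change of -0.23 (standard error 0.209, adjusted p = 0.422), and the SUS4 unigene c96004_g2 one of 107 ± 1.68 and 95.1 ± 21.9, 0.09 (standard error 0.211, adjusted p = 0.761). In LS, ethephon changed them by 0.30 (standard error 0.208, adjusted p = 0.410) and 0.87 (standard error 0.213, adjusted p = 0.0282), and in HS by 0.19 (standard error 0.209, adjusted p = 1.00) and 0.45 (standard error 0.212, adjusted p = 1.00). None of the 4 comparisons between HS and LS or between ethephon and water in these genotypes was past the threshold for either unigene by edgeR, DESeq2 or limma. At an unadjusted p under 0.05, 1 of the pair changed in LS, c96004_g2, which also passed at an adjusted p under 0.05 without a fold change limit. Under water the sign of the log2 fold change in HS_CK vs LS_CK turned for c83314_g1 to 0.060 without LS_CK replicate 2 and for c96004_g2 to -0.094 without HS_CK replicate 1.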

We also analyzed the impact of ethylene treatment on expression of photosynthetic genes and found that only two proteins in Photosystem II were affected by ethylene (Additional file 8: Figure S8). Activity of these genes, however, did not display obvious correlation with the sugar content in the test plants.

### Ethylene caused differential expression of many transcription factors related to abiotic stress, carbohydrate metabolism, hormone metabolism and signaling, and epigenetic modifiers

To further understand the regulatory network of carbohydrate metabolism as affected by ethylene treatment, expression patterns of transcription factors, regulatory proteins as well as the epigenetic factors were analyzed. Genes with the similar expression pattern in at least two pairwise comparisons were selected for further studies. Expression profiles of the genes annotated as transcription factor are shown in Fig. 5a. 

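For the transcription factor unigenes c67755_g1, c95935_g1 and c78352_g3 the log2 fold changes of HS against LS and of HS against MS were positive under both treatments. Past the threshold were 3 of the 3 in HS_CK vs LS_CK, 2 in HS_CK vs MS_CK, 2 in HS_T vs LS_T and 2 in HS_T vs MS_T. The FPKM of c67755_g1 was 25.1 ± 1.65 in HS_CK and 3.15 ± 0.325 in MS_CK (log2 fold change 3.10, standard error 0.345, adjusted p = 1.3e-04). For c78352_g3 there were 178 counts in HS_CK against 1 in LS_CK, a ratio of 202 (interval 35.7 to 8009). The unigene c95935_g1 differed least, by 0.95 (standard error 0.199, adjusted p = 0.00550) in HS_CK vs MS_CK and 0.81 (standard error 0.199, adjusted p = 0.00940) in HS_T vs LS_T. In MS_T vs MS_CK, the log2 fold changes were -0.13, -0.10 and -0.30, with adjusted p of 0.969, 0.915 and 0.980; edgeR, DESeq2 and limma called none, and none had an unadjusted p under 0.05. Leaving out single libraries, the called unigenes past the threshold numbered 1 to 3 in HS_CK vs LS_CK (fewest without LS_CK replicate 1 or LS_CK replicate 2) and 1 to 2 in HS_CK vs MS_CK (fewest without MS_CK replicate 1 or MS_CK replicate 2). Counted in this way there were 1 to 2 in HS_T vs LS_T (fewest without HS_T replicate 1, HS_T replicate 2 or LS_T replicate 1) and 2 in HS_T vs MS_T for each library left out.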

The expression of transcription factors (TFs) such as *c67755_g1*, *c95935_g1*, and *c78352_g3* (sequence-specific DNA binding TFs, sugarcane symporter TFs, Zinc ion binding, etc.) was higher in HS than in MS and LS irrespective of the treatment, and they were only slightly up-regulated by ethylene treatment in MS. Similarly, expression of transcription factors *c100278_g*1, *c85125_g2*, *c93121_g3*, *c105226_g1*, *c95494_g4*, *c99023_g1* and *c101031_g1* was higher in HS than in MS and LS, but they were down-regulated following ethylene treatment in MS. 

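All 7 of these unigenes had higher fitted levels in HS than in LS and MS under both treatments, and 5 of the 7 were past the threshold in HS_CK vs LS_CK, 5 in HS_CK vs MS_CK, 5 in HS_T vs LS_T and 7 in HS_T vs MS_T. The largest of these differences was that of c93121_g3, with an FPKM of 19.0 ± 0.424 in HS_CK, 0.110 ± 0 in MS_CK and 0.940 ± 0.622 in LS_CK (HS_CK vs LS_CK 4.52, standard error 0.340, adjusted p = 1.0e-05). For c105226_g1 the log2 fold change on counts in HS_CK vs LS_CK was 1.33, while its FPKM was 86.8 ± 5.88 and 71.4 ± 7.01. By limma, 4 of the 7 were called in HS_CK vs LS_CK, 3 in HS_CK vs MS_CK, 3 in HS_T vs LS_T and 4 in HS_T vs MS_T. In MS_T vs MS_CK the log2 fold change of all 7 was negative, but none was past the threshold by edgeR or limma, 2 had an unadjusted p under 0.05, c85125_g2 and c101031_g1, and DESeq2 called 1, c101031_g1. The fall was largest in c101031_g1, from an FPKM of 58.6 ± 8.15 to 25.8 ± 7.42 (-1.19, standard error 0.327, adjusted p = 0.152), followed by c85125_g2 (-0.87, standard error 0.264, adjusted p = 0.193). For c95494_g4 the negative sign (-0.05) turned positive under limma and with no filter on low counts. Called unigenes still past the threshold after omission of 1 library numbered 4 to 5 in HS_CK vs LS_CK (fewest without HS_CK replicate 2, LS_CK replicate 1 or LS_CK replicate 2) and 3 to 4 in HS_CK vs MS_CK (fewest without MS_CK replicate 1). They numbered 3 to 5 in HS_T vs LS_T (fewest without HS_T replicate 2 or LS_T replicate 1) and 4 to 5 in HS_T vs MS_T (fewest without HS_T replicate 2, MS_T replicate 1 or MS_T replicate 2).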

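The unigenes c81582_g1, c93409_g3 and c77130_g1 were past the threshold and higher in HS and in MS than in LS under water and under ethephon. The FPKM of c77130_g1 was 14.9 ± 3.21 in HS_CK, 9.56 ± 1.14 in MS_CK and 0.235 ± 0.290 in LS_CK (HS_CK vs LS_CK, log2 fold change 6.54, standard error 0.425, adjusted p = 4.8e-06), and that of c81582_g1 was 13.6 ± 0.948, 10.5 ± 0.00707 and 5.10 ± 0.311 (1.598, standard error 0.222, adjusted p = 3.8e-04). The called unigenes that remained past the threshold with 1 library left out numbered 1 to 3 in HS_CK vs LS_CK (fewest without LS_CK replicate 1) and 1 in MS_CK vs LS_CK for each library left out. In the remaining comparisons there were 2 to 3 in HS_T vs LS_T (fewest without HS_T replicate 2, LS_T replicate 1 or LS_T replicate 2) and 2 to 3 in MS_T vs LS_T (fewest without LS_T replicate 1, LS_T replicate 2 or MS_T replicate 2). The other 9 unigenes, c94993_g1, c102624_g1, c103585_g1, c97708_g1, c98618_g1, c86855_g1, c83546_g1, c101324_g3 and c104225_g1, were lower in HS: 8 passed the threshold in HS_CK vs LS_CK, 8 in HS_T vs LS_T, 9 in HS_CK vs MS_CK and 8 in HS_T vs MS_T. Between MS and LS, edgeR and limma called 0 of the 9 lower in MS_CK than in LS_CK, with 2 at an unadjusted p under 0.05, c94993_g1 and c86855_g1, of which DESeq2 called c86855_g1. In MS_T vs LS_T c98618_g1 was called higher (1.14, standard error 0.240, adjusted p = 0.00412), a call that was lost without LS_T replicate 1 (adjusted p = 0.0180), LS_T replicate 2 (adjusted p = 0.0256), MS_T replicate 1 (adjusted p = 0.0130) or MS_T replicate 2 (adjusted p = 0.0307); by FPKM it had 4.50 ± 0.757 in MS_T and 4.50 ± 0.318 in LS_T. The largest difference of HS from LS was that of c86855_g1, with an FPKM of 1.55 ± 0.587 in HS_CK and 33.5 ± 3.70 in LS_CK (-4.25, standard error 0.427, adjusted p = 5.5e-05). When each library was left out in turn, the called unigenes among the 9 that stayed past the threshold numbered 6 to 8 in HS_CK vs LS_CK (fewest without HS_CK replicate 1) and 3 to 7 in HS_T vs LS_T (fewest without HS_T replicate 2). Their number was 3 to 4 in HS_CK vs MS_CK (fewest without HS_CK replicate 1, MS_CK replicate 1 or MS_CK replicate 2) and 3 to 7 in HS_T vs MS_T (fewest without HS_T replicate 2 or MS_T replicate 2).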

Transcription factors *c81582_g1*, *c93409_g3* and *c77130-g1* also showed higher expression in HS and MS than LS whereas an opposite trend was observed for transcription factors *c94993_g1*, *c102624_g1*, *c103585_g1*, *c97708_g1*, *c98618_g1*, *c86855_g1*, *c83546_g1*, *c101324_g3*, *c104225_g1* (TFs associated with protein catabolism, sequence-specific DNA binding, WRKY DNA binding domain, etc.) irrespective of the growing condition. Transcription factors *c101112_g1, c93996_g1, c101169_g3, c105527_g1, c62764_g1* and *c83361_g1* (TFs associated with ATP binding, protein phosphorylation, cell cycle transcriptional regulation, ERFs, etc.) expressed low in HS and MS than LS, and they were down-regulated by ethylene.

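Against LS, 5 of these 6 unigenes were past the threshold and lower in HS_CK, 6 in MS_CK, 4 in HS_T and 5 in MS_T, and the log2 fold change was negative for all 6 in each comparison. The largest difference was that of c62764_g1, with an FPKM of 3.85 ± 1.07 in LS_CK and 0.120 ± 0.0424 in HS_CK (-4.77, standard error 0.620, adjusted p = 2.5e-04). The unigene not called in HS_CK vs LS_CK was c83361_g1 (-1.54, standard error 0.354, adjusted p = 0.00659). Leaving out single libraries, the called unigenes past the threshold numbered 2 to 3 in HS_CK vs LS_CK (fewest without LS_CK replicate 2) and 2 to 5 in MS_CK vs LS_CK (fewest without MS_CK replicate 2). Counted in this way there were 1 to 3 in HS_T vs LS_T (fewest without HS_T replicate 1 or HS_T replicate 2) and 3 in MS_T vs LS_T for each library left out. With ethephon in LS, 3 of the 6 had a positive log2 fold change and edgeR and DESeq2 called none. At an unadjusted p under 0.05, c101112_g1 (0.79, standard error 0.199, adjusted p = 0.0316) and c105527_g1 (0.62, standard error 0.213, adjusted p = 0.0979) rose, and c101169_g3 (-0.80, standard error 0.262, adjusted p = 0.0830) and c62764_g1 (-1.77, standard error 0.451, adjusted p = 0.0331) fell; limma called c62764_g1. In MS edgeR called none either, with 2 at an unadjusted p under 0.05, the rise of c101112_g1 (1.16, standard error 0.206, adjusted p = 0.0421) and the fall of c101169_g3 (-1.95, standard error 0.325, adjusted p = 0.0340), both called by DESeq2, and in HS 1 had an unadjusted p under 0.05, c101169_g3, and none was called by any of the 3 tools.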

**Fig. 5:**
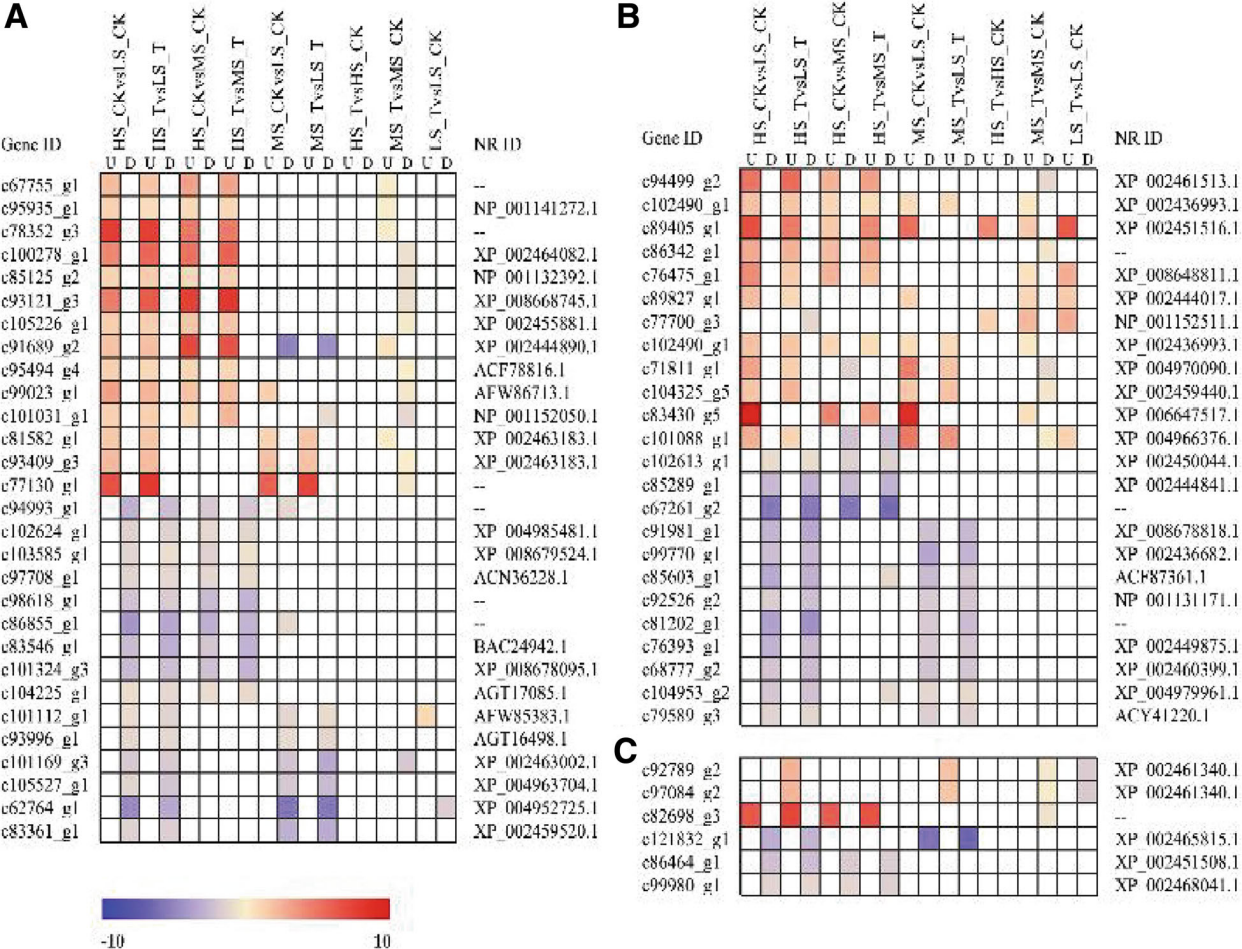
Analysis of differential expression of unigenes associated with transcription. Pairwise comparison of differentially expressed unigenes involved in transcriptional regulation (**a**), phosphorylation (**b**) and DNA methylation (**c**). The significance in each comparison pair is indicated using log-transformed *P*-value (red); the dark gray areas represent missing values. CK- check (water control), T- ethephon treatment, HS: high-sugar variety, MS: medium-sugar variety, LS: low-sugar variety

Furthermore, the genes involved in histone modification, protein phosphorylation and DNA methylation modification with similar expression profiles were shown in Fig. 5b and c. Most of the genes annotated were shown to be involved in histone methylation or RNA-directed DNA methylation pathways. 

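The methyltransferase unigenes c94499_g2, c86342_g1, c102490_g1 and c83430_g5 were all past the threshold and higher in HS than in LS under water and under ethephon. Against MS, 2 of the 4 passed in HS_CK vs MS_CK and 3 in HS_T vs MS_T. The largest difference was that of c83430_g5, with an FPKM of 341 ± 139.7 in HS_CK and 13.8 ± 3.71 in MS_CK (log2 fold change 4.25, standard error 0.355, adjusted p = 4.1e-05). In LS_T it had no count, which puts it at least 1770.2-fold higher in HS_T and at least 205-fold higher in MS_T. It was the only one of the 4 that edgeR called between MS and LS. The log2 fold change in HS_CK vs LS_CK was 4.88 (standard error 0.642, adjusted p = 2.8e-04) for c94499_g2, 2.69 (standard error 0.399, adjusted p = 5.6e-04) for c86342_g1 and 1.81 (standard error 0.249, adjusted p = 3.6e-04) for c102490_g1. For c86342_g1 counts and FPKM ran apart. The LS_CK replicates had 6 and 5 counts but an FPKM of 0.39 and 2.35, against 2.29 ± 0.0849 in HS_CK. By limma, 3 of the 4 were called in HS_CK vs LS_CK and 3 in HS_T vs LS_T. The unigene c102490_g1 passed in MS_T vs LS_T without LS_T replicate 2 (1.35, adjusted p = 0.00284). Called unigenes still past the threshold after omission of 1 library numbered 2 to 4 in HS_CK vs LS_CK (fewest without LS_CK replicate 1) and 3 in HS_T vs LS_T for each library left out. They numbered 1 in HS_CK vs MS_CK for each library left out and 1 to 3 in HS_T vs MS_T (fewest without MS_T replicate 2).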

Several methyltransferases (e.g. *c94499_g2, c86342_g1, c102490_g1* and *c83430_g5*) were expressed highly in HS or HS and MS than that in LS. The expression of some of them (e.g. *c89405_g1*) was further induced by ethylene treatment. 

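The FPKM of c89405_g1 rose with ethephon from 0.0850 ± 0.0212 to 4.96 ± 1.80 in LS (log2 fold change 6.06, standard error 0.529, adjusted p = 1.9e-04), from 7.64 ± 0.820 to 123 ± 39.2 in HS (4.04, standard error 0.323, adjusted p = 0.00121) and from 2.71 ± 1.20 to 7.72 ± 1.45 in MS (1.52, standard error 0.321, adjusted p = 0.0676). The rise was past the threshold in LS, where it stayed past it with any 1 library left out, and in HS, where it was lost without HS_CK replicate 1 (4.13, adjusted p = 0.0149), HS_CK replicate 2 (3.96, adjusted p = 0.0328) or HS_T replicate 1 (3.71, adjusted p = 0.00871). In MS it was not called by edgeR or limma and was called by DESeq2. Between genotypes the ethephon effect differed by 2.01 (standard error 0.724, adjusted p = 0.286) for LS against HS and 4.54 (standard error 0.677, adjusted p = 0.00715) for LS against MS, neither past the threshold; DESeq2 called the latter. In HS_CK vs LS_CK the log2 fold change was 6.68 (standard error 0.517, adjusted p = 1.2e-05).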

In contract some methyltransferases such as *c102613_g1, c85289_g1* and c*67261_g2* had lower expression in HS than in MS and LS, while *c91981_g1, c99770_g1*, *c85603_g1, c92526_g2, c81202_g1, c76393_g1, c68777_g2, c104953_g2* and *c79589_g3* showed higher expression in LS than in HS and MS. Similarly, as shown in Fig. 5c, another DNA modification enzymes N-acetyltransferase and histone acetyltransferases (e.g. *c82698_g3, c121832_g1, c86464_g1* and *c99980_g1* showed differential expression in all three test clones and in response to ethylene treatment with no clear trend in relation to sucrose accumulation.

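The unigenes c102613_g1, c85289_g1 and c67261_g2 were past the threshold and lower in HS than in LS and in MS under both treatments. For c67261_g2 there were 124 counts in LS_CK against 2 in HS_CK, a ratio of 54.7 (interval 14.8 to 457), and c85289_g1 had an FPKM of 0.570 ± 0.184 in HS_CK against 4.51 ± 1.37 in LS_CK (log2 fold change -2.70, standard error 0.324, adjusted p = 1.6e-04). The difference of c102613_g1 was close to the fold change limit, -1.03 (standard error 0.166, adjusted p = 9.3e-04) in HS_CK vs LS_CK and -1.004 (standard error 0.168, adjusted p = 0.00121) in HS_T vs LS_T; the first was lost without HS_CK replicate 2 (adjusted p = 0.00829) or LS_CK replicate 1 (adjusted p = 0.0111) and the second without HS_T replicate 1 (adjusted p = 0.0172), HS_T replicate 2 (adjusted p = 0.0102) or LS_T replicate 1 (adjusted p = 0.00751). Of the 9 unigenes stated to be higher in LS, all had a negative log2 fold change in the comparisons of HS and MS with LS, and 7 passed the threshold in HS_CK vs LS_CK, 7 in MS_CK vs LS_CK, 8 in HS_T vs LS_T and 6 in MS_T vs LS_T. All 9 had an unadjusted p under 0.05 in each. The largest difference in HS_CK vs LS_CK was that of c81202_g1, with an FPKM of 0.635 ± 0.318 in HS_CK and 13.1 ± 3.50 in LS_CK (-3.77, standard error 0.395, adjusted p = 7.0e-05). The unigene c79589_g3 passed in none of the 4 comparisons (-1.69, standard error 0.473, adjusted p = 0.0194 in MS_CK vs LS_CK, and past the threshold without MS_CK replicate 1 with -3.01, adjusted p = 5.1e-04). The called unigenes among the 9 that remained past the threshold with 1 library left out numbered 5 to 6 in HS_CK vs LS_CK (fewest without HS_CK replicate 2) and 3 to 4 in MS_CK vs LS_CK (fewest without LS_CK replicate 1). In the remaining comparisons there were 4 to 7 in HS_T vs LS_T (fewest without HS_T replicate 1) and 2 to 5 in MS_T vs LS_T (fewest without MS_T replicate 2).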

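The acetyltransferase unigenes differed between genotypes in different directions. In HS_CK there were 134 counts of c82698_g3, against 2 in LS_CK and in MS_CK, a ratio to LS_CK of 75.9 (interval 20.6 to 633). The unigene c121832_g1 was higher in LS, with an FPKM of 1.14 ± 0.0141 in LS_CK and 0.110 ± 0.0283 in HS_CK (log2 fold change -3.16, standard error 0.401, adjusted p = 2.2e-04). Lower in HS than in both other genotypes under both treatments were c86464_g1, -2.36 (standard error 0.180, adjusted p = 1.1e-05) in HS_CK vs LS_CK, and c99980_g1, -1.45 (standard error 0.233, adjusted p = 9.1e-04). The call of c99980_g1 was lost without LS_CK replicate 1 (adjusted p = 0.00517) or LS_CK replicate 2 (adjusted p = 0.00758). With ethephon, edgeR, DESeq2 and limma called none of the 4 in any genotype. At an unadjusted p under 0.05, c121832_g1 fell (-0.97, standard error 0.332, adjusted p = 0.0973) and c86464_g1 rose (0.40, standard error 0.160, adjusted p = 0.148) in LS, and none changed in HS or MS.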

The DEGs were further analyzed with MapMan, which classified the DEGs into 23 categories. Among them, the most enriched groups were those associated with RNA, regulation of transcription, ERFs/WRKYs, NAC domain transcription factors and hormone metabolism and signaling (Fig. 6a). Among the differentially expressed transcription factors, unigenes *c101031_g1, c97708_g1* and *c81582_g1* were annotated (NR database) as heat shock factor (HSF), WRKY and ethylene responsive factor (ERF), respectively. By comparing the expression of ERFs in the HS and LS varieties before or after the ethylene treatment, we found that most ERFs were expressed more abundantly in HS than in LS under normal condition, but the relative increase in their activity in response to ethylene treatment was much pronounced in LS varieties than in HS clone (Fig. 6b).

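The 5 ethylene response factor unigenes of Fig. 6b are c79203_g1, c85786_g1, c58672_g1, c77833_g1 and c92758_g6. In HS_CK vs LS_CK the log2 fold change of all 5 was positive, and 1 was past the threshold, c85786_g1, with an FPKM of 4.11 ± 1.48 in HS_CK and 1.24 ± 0.898 in LS_CK (3.14, standard error 0.654, adjusted p = 0.00394); 2 were with p adjusted over the list alone. It was lost without HS_CK replicate 2 (adjusted p = 0.0283), LS_CK replicate 1 (adjusted p = 0.0208) or LS_CK replicate 2 (adjusted p = 0.0365). The next was c79203_g1 (3.13, standard error 0.772, adjusted p = 0.00944), which passed without HS_CK replicate 1 (3.80, adjusted p = 0.00442) or LS_CK replicate 2 (4.93, adjusted p = 0.00405). In LS_T vs LS_CK all 5 rose, with log2 fold changes of 3.15, 3.00, 2.85, 2.37 and 2.80 and adjusted p of 0.0279, 0.0166, 0.0568, 0.00540 and 0.00773. By edgeR 0 of them passed the threshold, 5 had an unadjusted p under 0.05 and 4 passed with p adjusted over the list alone. There DESeq2 called 3, limma 1 and the summed replicates 5. In HS_T vs HS_CK all 5 rose as well, from 0.54 in c85786_g1 to 2.25 in c77833_g1. In HS edgeR and limma called 0 and DESeq2 2, c77833_g1 and c92758_g6, the same that had an unadjusted p under 0.05. The rise in LS minus that in HS was 2.58 (standard error 1.02, adjusted p = 0.344) in c79203_g1, 2.46 (standard error 0.848, adjusted p = 0.261) in c85786_g1, 1.87 in c58672_g1, 0.11 in c77833_g1 and 0.80 in c92758_g6, positive in all 5. None of these differences passed the threshold by edgeR, DESeq2 or limma, and 2 had an unadjusted p under 0.05, c79203_g1 and c85786_g1. For c77833_g1 the difference changed sign under limma, to -0.16. In MS_T vs MS_CK, c79203_g1 (-3.83, standard error 0.813, adjusted p = 0.0676) and c85786_g1 (-2.84, standard error 0.597, adjusted p = 0.0676) fell, and c77833_g1 (2.78, standard error 0.549, adjusted p = 0.0578) rose. For c92758_g6 there were 67 counts in MS_T against 3 in MS_CK, a ratio of 17.4 (interval 5.70 to 86.4), and for c58672_g1 8 counts in MS_T against 2 in MS_CK, a ratio of 3.11 (interval 0.621 to 30.1). Of these 5 changes, 4 had an unadjusted p under 0.05. Here edgeR and limma called 0, DESeq2 3, c79203_g1, c77833_g1 and c92758_g6, and the summed replicates 4. From the levels in Fig. 6b the paper states that most of these factors were more abundant in HS under water and that their relative rise with ethylene was larger in LS.

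**Figure D4:**
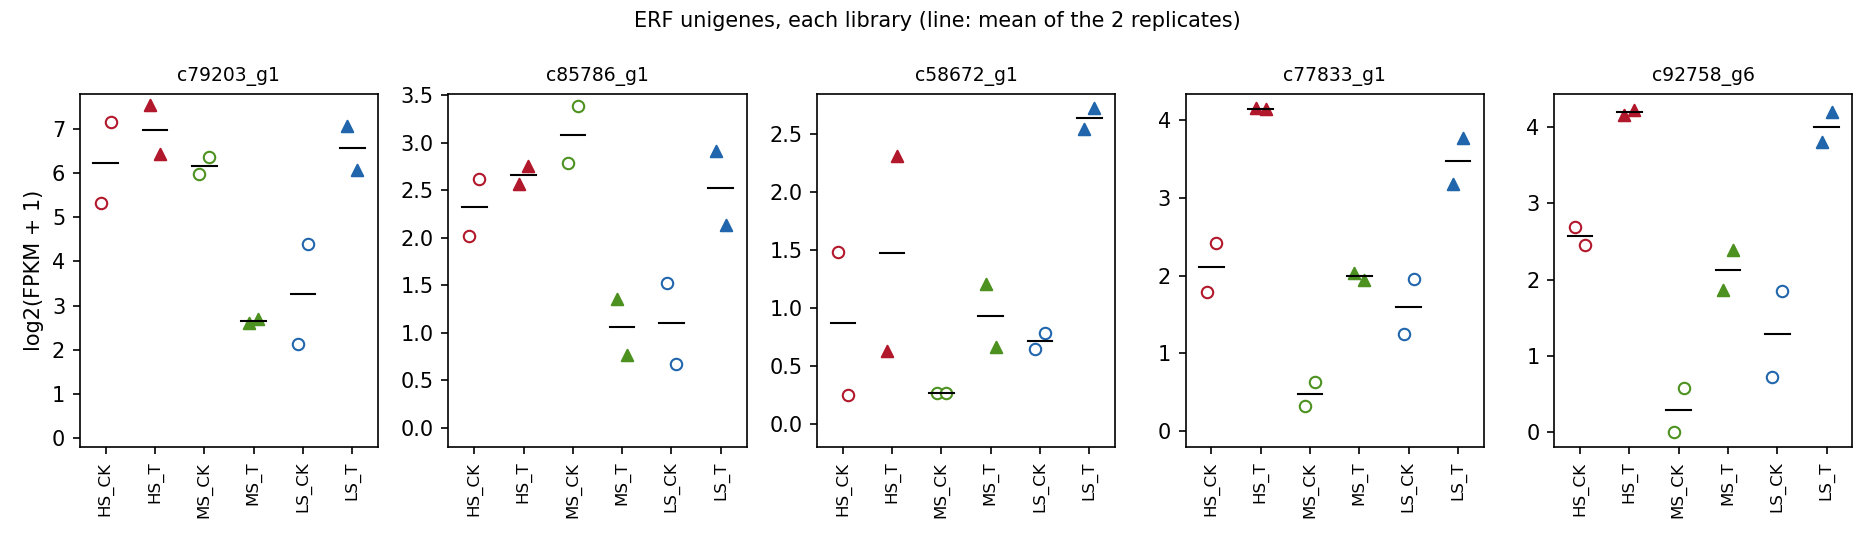
FPKM of the 5 ethylene response factor unigenes (panels) in HS, MS and LS, on the vertical axis as log2(FPKM + 1), with circles for water, triangles for ethephon and a line at the mean of the 2 replicates. In LS the triangles lie above the circles in every panel, while in MS they lie below them for c79203_g1 and c85786_g1.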

**Fig. 6:**
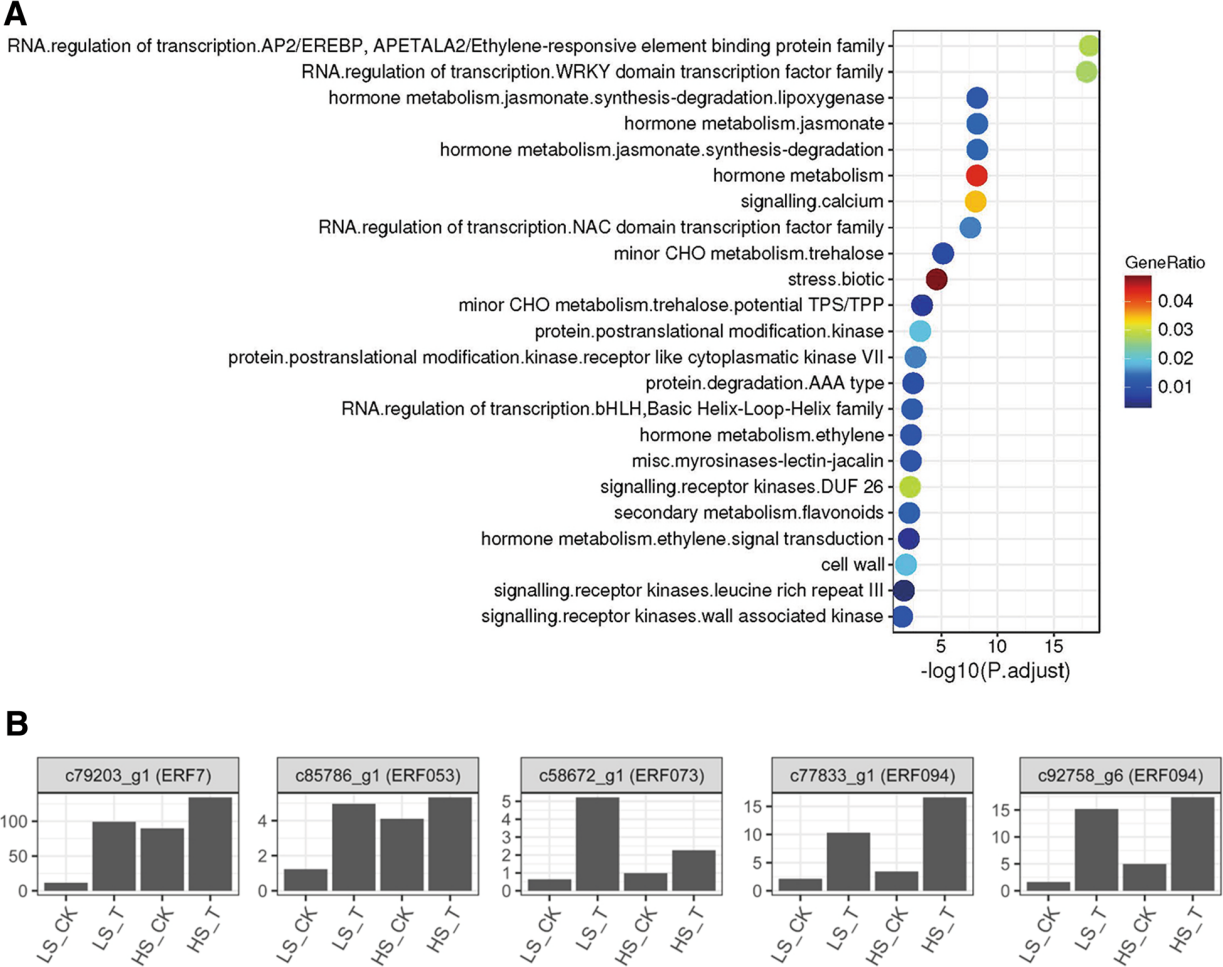
Functional enrichment analysis of differentially expressed genes in low-sugar (LS) sugarcane before and after ethylene treatment. **a** The up-regulated functions are displayed with respect to their significance (*p* < 0.01). Different colors correspond to the ratio of genes in each category. It’s noteworthy that the most enriched function is RNA-related transcription (corresponding to ethylene response factor; ERFs) and hormone-related metabolism and signaling (ethylene-related). These enriched modules will guid the search for the functional networks underpinning ethylene-regulated sugar production/translocation in sugarcane. **b** the expression of ERFs in HS and LS following ethylene treatment. CK- check (water control), T- ethephon treatment, HS: high-sugar variety, MS: medium-sugar variety, LS: low-sugar variety

### Validation of candidate gene expression and identification of genetic elements associated with sucrose accumulation

According to the results of gene annotation and the gene expression, the genes involved in starch metabolism and sugar transport (*c91663_g1, c95560_g1, c71803_g1, c83266_g1, c93760_g1, c42181_g1*), transcription regulation factors (*c81582_g1, c93121_g3, c77130_g1, c101169_g1 and c83361_g1*), and the epigenetic modification (*c99770_g1*) were further analyzed by qRT-PCR (Additional file 9: Figure S9). The expression patterns of these genes in different genotypes were similar to the transcriptome results. 

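The qRT-PCR values were not analysed here. In the transcriptome, 11 of the 12 unigenes chosen for qRT-PCR had enough counts to be tested. The exception was c42181_g1, with 4 counts in LS_CK, 5 in LS_T and 0 in HS and MS. For 3 of the 12 it is uncertain which unigene was measured. The text of the paper names c42181_g1, c101169_g1 and c99770_g1, but its primer table has c42182_g1 and c101169_g3 for the first 2 and no entry for c99770_g1. Both c42182_g1 and c101169_g3 were tested, and c101169_g3 was called lower than LS in all 4 comparisons of HS and MS with LS. Of the 11, 5 were past the threshold and higher in HS_CK than in LS_CK and 2 lower, and 5 were higher and 1 lower in HS_CK than in MS_CK. When each library was left out in turn, the called unigenes that stayed past the threshold numbered 5 to 7 in HS_CK vs LS_CK (fewest without LS_CK replicate 1) and 5 to 6 in HS_CK vs MS_CK (fewest without HS_CK replicate 1, MS_CK replicate 1 or MS_CK replicate 2). The unigene c101169_g1 was called in none of the 6 comparisons between genotypes (-1.09, standard error 1.04, adjusted p = 0.445 in HS_CK vs LS_CK), but in HS_T vs LS_T it passed without LS_T replicate 1 (-3.15, adjusted p = 0.00492). With ethephon, edgeR, DESeq2 and limma called none of the 11 in any genotype. At an unadjusted p under 0.05, 3 changed in LS, the falls of c91663_g1 (-0.60, standard error 0.217, adjusted p = 0.117), c71803_g1 (-1.89, standard error 0.511, adjusted p = 0.0420) and c93121_g3 (-1.90, standard error 0.488, adjusted p = 0.0344), while 0 changed in HS and 2 in MS, the fall of c71803_g1 (-2.19, standard error 0.600, adjusted p = 0.151) and the rise of c95560_g1, with 22 counts in MS_T against 3 in MS_CK, a ratio of 5.71 (interval 1.71 to 29.8).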

Transcription regulation factors *c81582_g1, c93121_g3,* and *c77130_g1* showed relatively higher level of activity in HS clone ROC22 compared with that in YT71–210 (MS) and GT86–887 (LS). Only the transcript of ERF protein, *c81582_g1* increased in response to ethylene treatment in all the three genotypes suggesting its likely involvement in ethylene-mediated sugar accumulation or related growth processes. Starch metabolism and sugar transport-related genes *c91663_g1, c95560_g1, c71803_g1* were expressed remarkably high in HS clones and their activity was greatly inhibited by applied ethylene without any impact on sugar content.

The expression levels of *c83266_g1*, a gene involved in glucose metabolism, a transcription factor *c101169_gl* and an epigenetic modifier *c99770_g1* with protein-glutamate methylesterase were decreased with an increase in sugar content in 3 genotypes in the control. The transcript level of those genes, however, decreased remarkably in all three genotypes following ethylene treatment except for *c101169_gl* in the medium sugar clone YT71–210. These genes may be acting as negative regulators of sugar accumulation. The high proportion of *c91663_g1, c95560_g1* and *c71803_g1* transcripts, annotated to be involved in starch metabolism and sugar transport, in ROC22 than the other two genotypes in the control may also account for the observed genotypic difference in sugar content.

## Discussion

Sucrose accumulation in sugarcane is a complex process [2, 7, 9, 12, 38–40] and studying this phenomenon at molecular level is further complicated by the genetic complexity of the crop and the fact that genes associated with sucrose metabolism were indeed not abundantly expressed in stem tissues [13, 14]. As Watt et al. (2005) [14] noted, the premise that identifying genes expressed in stem tissues at different developmental stages would lead to the identification of genes regulating sucrose accumulation did not achieve the desired outcome. This is largely a corollary of formulating genomics strategies in isolation from the extensive physiological, biochemical and modelling data available on sucrose accumulation in sugarcane and other plants. Hence, exploiting a system that is amenable to experimental manipulation of sucrose content in the test genotype with inherently large variation for sucrose accumulation, as used in this study, will be more useful [14].

In line with the above contention, we have studied the transcriptomic changes associated with sucrose accumulation during natural ripening in three sugarcane genotypes with large difference in sucrose content. The sucrose accumulation in these genotypes were manipulated experimentally by externally applied ethylene to get a better resolution of the molecular changes associated with sucrose accumulation. As observed in commercial crop production there was considerable genotypic variation for ethylene-induced sucrose accumulation, with the greatest positive response occurring in LS genotype (Fig. 1). The exact reason for this variation is not clear but some molecular insights are emerging from the transcriptome analyses conducted in this study.

Analyses of transcriptomes from different genotypes and treatments have identified around 160,000 unigenes from a collection of > 3 billion transcripts generated in this study (Fig. 2; Additional file 11: Table S1). Out of these unigenes about 86,000 were annotated and grouped into three functional classes that are associated with general biological processes, cellular components and molecular functions. Within the biological process, unigenes associated with growth, metabolism, signaling, regulation, localization and tissue organization were enriched. This is not surprising considering the fact that the tissue studied was maturing stem segment which is a composite, functionally diverse organ with continued development of fibre and large vacuolar storage parenchyma. The tissue is also characterized by localised highly regulated transport, hydrolysis, synthesis and accumulation of sucrose in large amounts in parenchyma cells [6, 7, 12, 17, 31]. In the cellular component category, macromolecules, membranes, cell compartment and organelles were the dominant terms associated with the unigenes, while those classified in the molecular function grouping were mostly related to catalytic activity, transport, transcription factors, macromolecular processes and signal transduction. The dominance of these functional groups of unigenes in these broad categories again suggests the structural and functional specification occurring in the maturing sugarcane internodes distinguished by the progressively intensifying sucrose accumulation process. For instance, KEGG pathway analysis of a sub-set of unigenes relate them to carbohydrate metabolism, signal transduction and translation with each group containing over 1700 entries. These results strengthen the value of the dataset generated here for studying sucrose accumulation. It is important to note that in previous studies [13, 14, 41, 42], the vast majority of transcripts identified could not be assigned to functions associated with sucrose accumulation. In a more recent comparative analysis of gene expression between high- and low-sugar varieties, Thirugnanasambandam et al. (2017) [8] have identified 50–70 sugar/sucrose-related differentially expressed sugarcane transcripts but with large variation for expression occurring only for very few genes.

In this study, genotype, not the ethylene treatment, accounted for most of the differential gene expression observed. This gene expression pattern tallied well with the genotypic difference in sucrose accumulation. However, the underlying genetic elements contributing to the observed difference in gene expression remain unknown. For instance, a comparative study of differential expression of carbohydrate metabolism-related genes during stem development in a South African commercial sugarcane variety N19 (high-sugar) and the two ancestral species of commercial sugarcane, *Saccharum officinarum* and *S.robustum*, showed that transcript abundance varied most between commercial variety and their ancestors than between high-sugar (*S. officinarum*) and low-sugar (*S. robustum*) genotypes [14]. There is very little published information on comparative transcriptomics of sugarcane genotypes with large variation for sugar content. However, there is substantial variation for stem morphology and structure, especially for fibre content [43, 44], exists among sugarcane varieties, and this may, at least in part, explain the large genotypic variation for transcriptomes observed here. Further, as the main assimilated carbon of photosynthesis, sucrose plays a central role as energy molecule with different regulatory roles in a wide range of physiological processes [15, 45–48], influencing the activity of numerous growth and developmental gene networks, which are genotype-specific. This inherent genotype-dependent variation for developmental gene activity induced by sugars may also have contributed to the large genotypic variation for gene expression detected in this study.

The results presented here showed that sucrose and starch metabolism genes are expressed more abundantly in high-sugar genotypes than in the low-sugar clone. Interestingly, these genes were more responsive to ethylene treatment in low-sugar genotype (Additional file 10: Figure S10), suggesting the involvement of a complex higher order, hormone-regulated carbon source-sink interaction in ripener-induced sucrose accumulation. This is also giving more credentials to the proposal [14] that addressing sucrose accumulation in sugarcane from a source-sink regulation perspective may more likely to unravel the molecular regulatory mechanism(s) underpinning the phenomenon than by just comparing the changes in gene activity in high- and low-sugar clones in isolation. The enzymology of sucrose biosynthesis, and to some extent sucrose accumulation, is well established [2, 29–32, 38, 39, 49]. Sucrose, when reaches the stem, it is hydrolysed by sucrose synthase (SuSy) or one of the three invertases (soluble acid invertase, cell wall-bound acid invertase, neutral invertase) for driving various cell growth and developmental processes, and for storage. For sucrose accumulation, the hexoses produced from sucrose hydrolysis are used to resynthesize sucrose by sucrose phosphate synthase (SPS) and sucrose phosphatases (SPase). Sucrose transporters (SuTs), ATPase and a number of other enzymes are also involved in this process [2]. The GO annotation of DEGs showed high enrichment of genes associated with hormone signal transduction, macromolecular processes, transport, catalytic activity, transcription factors, phospohorylation, stress responses, starch and sugar metabolism, and plant-pathogen interaction. This GO annotation data broadly suggest the operation of a complex network of genes predominantly associated with cell wall synthesis, carbohydrate metabolism and biotic/abiotic stress responses, all possibly co-ordinately regulated by hormonal mechanism(s) that is yet to be described. To gain more insights into the regulation of sucrose accumulation, DEGs involved in carbohydrate metabolism were selected for pairwise comparison between high-and low-sugar clones with and without ethylene treatments. This analysis clearly shows a relatively high expression of several starch and sucrose metabolism pathway genes, and phloem sucrose loading and cell wall modifying genes in high-sugar genotype than in low-sugar cones. Though such clear distinction of these genes were not evident in some of the previous studies [13], this trend was reported recently by Thirugnansambandam et al. (2017) [8]. But what is more interesting is the finding that expression of both cytosolic acid invertase and cell wall invertase were upregulated in both high- and low-sugar genotypes but the expression of cell wall invertase genes was further boosted by ethylene treatment in low-sugar clone. Parallel to this, expression of ATPases were also induced by ethylene in low-sugar genotype. Acid-invertase activity is strongly co-related with growth and is reported to be regulated by an auxin-sugar control system with auxin stimulating and glucose suppressing the production of invertase [50]. Earlier reports showed a reduction in auxin content and accumulation of abscisic acid (ABA) in sugarcane during ripening [51] and tiller senescence [52]. In a recent study investigating ethylene-induced hormonal responses at the onset of sugarcane ripening, Cunha et al. (2017) [26] found no significant changes in total auxin content but an upregulation of auxin conjugation in ripening internodes of sugarcane in response to ethylene treatment and proposed that ethylene-mediated IAA inactivation inhibits growth and increases sucrose accumulation. They also reported a remarkable increase in ABA content and activity of neutral invertase, and a reduction in soluble acid invertase activity in maturing stems treated with ethylene compared to control. In our study, the expression of cell wall-bound invertases were increased following ethylene treatment in low-sugar genotype. Extracellular invertases are the key enzymes of apoplastic phloem unloading and they catalyse the hydrolysis of sucrose released into the apoplast. This mechanism accounts for long-distance sucrose transport, provides the substrate for growth, generates metabolic signals to control primary metabolism and defence responses, and supplies carbohydrates to sink tissues for storage [53]. ABA strongly induces extracellular invertases [53] and that is one of the mechanisms involved in stress-induced extracellular invertase production in plants. Further, ABA production during sugarcane ripening is genotype-dependent [51]. It is thus likely that the low-sugar genotype may be more responsive to ethylene-mediated ABA production than high-sugar clone, resulting in increased apoplastic invertase activity, increased sink strength and sugar accumulation [54] in response to ethylene.

Analysis of DEGs by MapMan classified them into several groups with the most enriched groups were associated with transcriptional regulation, ERFs, WRKYs, NAC domain transcription factors and hormone metabolism and signaling (Fig. 6a). Assessment of ERF expression indicated increased activity of ERFs in HS than in LS genotype in control, but the relative increase in ERF expression following ethylene treatment was remarkably higher in LS genotype making it more responsive to ethylene than HS clone. ERF family of genes play multiple roles in the regulation of plant metabolism, biotic and abiotic stress responses and growth and development [55]. ERF transcriptionally regulates accumulation of sucrose possibly through the increased production and sensitivity to ABA as observed in rice [56]. Increased ethylene activity is associated with lignin and fibre production, which is a critical component of assimilated carbon utilization, source-sink regulation, control of photosynthesis and ultimately sucrose accumulation. Ethylene-induced upregulation of NAC and WRKY transcription factors and ERFs suggest the interplay of ethylene and ABA in sucrose production and accumulation in sugarcane [57]. Clearly the enrichment of these genetic elements in DEGs indicated involvement of factors controlling biotic and abiotic stress responses in sucrose accumulation process [58]. However, a study on the role of drought-response genes in sucrose accumulation in sugarcane showed that while there were changes in stress-related genes in maturing stem tissue during sucrose accumulation, different sets of genes responded to water deficit and with increasing osmotic pressure occurring during sucrose storage. This example illustrates the complexity of molecular regulation of sucrose production and its accumulation in this sugar crop. From the results presented here it appears that decoding the ethylene- ABA- sugar signalling nexus may, at least in part, unravel the mechanism(s) underlying source-sink regulation and sucrose accumulation in sugarcane.

## Conclusion

Molecular studies on sucrose accumulation based on cataloguing differentially expressed genes in high-and low-sugar genotypes generated a large volume of useful data but did not significantly advanced our mechanistic understanding of this phenomenon. Here we examined the transcriptomes of three different genotypes with large variation for sugar content and altered their sugar levels using a ripener, ethylene, to get a better resolution of the molecular changes associated with sucrose accumulation. In this study about 25,000 differentially expressed genes associated with ethylene response and sucrose accumulation were identified. It appears that genotype had a dominant effect on differential gene expression than ethylene treatment. This genotypic difference is possibly arising from the significant inherent developmental and structural variation, and the variation for sugar signaling gene networks occurring in different genetic backgrounds. Not surprisingly sucrose and starch metabolism genes were more abundantly expressed in high-sugar genotypes compared to low-sugar clones. However, low-sugar genotype was more responsive to ethylene-induced gene expression and sucrose accumulation. An interplay of ethylene, ABA and sugars may be modulating sucrose production and accumulation in sugarcane. Ethylene, through its preferential activation of genes associated with carbohydrate metabolism, such as apoplastic invertases, SuSy, etc., probably increased the sink strength allowing more phloem unloading and accumulation of sucrose in storage parenchyma in ethylene-treated low-sugar genotype. Though this framework is presented as a simple model for testing, regulation of source and sink activities to sustain growth and development, and then storage of reserve food, will undoubtedly involve a multitude of mechanisms operating at different levels of organization, spanning from membrane transport to crop-level photosynthesis. We speculate that a nexus of a few master regulators, possibly under hormonal control, operating at a higher order may be controlling this developmental process (Fig. 7).

**Fig. 7:**
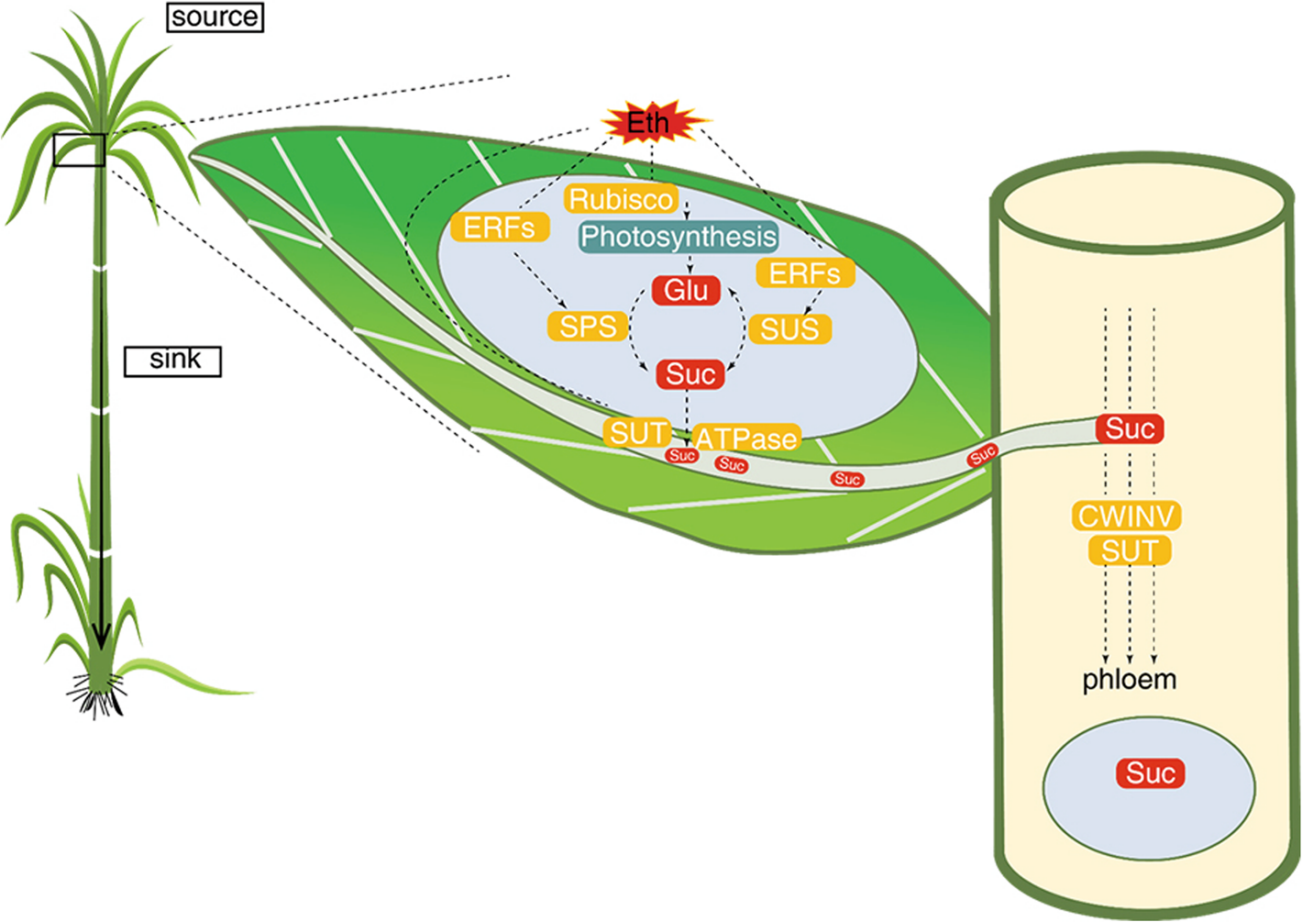
Schematic presentation of ethylene-regulated sugar production and translocation in sugarcane. The identified ethylene-regulated are integrated into a functional network of sugar production (source), sugar transportation and sugar aaccumulation (to sink). When leaves were treated with ethylene (Eth), Rubisco activity was enhanced; sucrose synthase (SUS), invertases (INV) and sucrose phosphate synthase (SPS) were up-regulated by translational regulation by ERFs, stimulating sucrose biosynthesis. At this time, sucrose and glucose could be acting as regulatory signals to control photosynthesis. After synthesis, sucrose will be transported from leaf to phloem through plasmodesmata (by sugar transporter, SUT - the symplastic route) and cell wall (by cell wall invertase- the apoplastic route). Then, sucrose was unloaded at the sink mainly through SUT. Sugar translocation from the leaves to phloem creates a sucrose gradient that facilitates the biochemical balance of sugar synthesis at the source

## Methods

### Plant materials, ethylene treatment and tissue sampling for transcriptomics and sugar analysis

Three sugarcane genotypes with different sugar content were used for this study. They are ROC22, a high-sugar commercial variety (HS; sucrose content 15.0%), YT71–210, a moderate-sugar non-commercial genotype ((MS; sucrose content 12.6%) and GT86–887, a low-sugar non-commercial genotype (LS; sucrose content 6.0%). They were selected because of their similar growth habit and biomass production but with large differences in sugar content. Setts (stem cuttings with 2–3 buds) of these clones were obtained from disease-free plants from propagation plots and planted in the experimental farm of Sugarcane Research Institute, Nanning, China (SRI) in February 2016. They were grown till October 2016 following the best crop management practices recommended by SRI. The crops received nitrogen (360 kg/ha) fertiliser and was rain-fed with supplementary irrigation when required. For all treatments the experimental unit for each clone was a 5 × 7 m rows plot with 1.2 m inter-row spacing, and they were replicated thrice. Plants were treated with 400 mg/L ethylene solution (prepared from Ethephon, a commercial preparation containing 40% 2-chloroethyl phosphonic acid in aqueous solution) or water as foliar spray till run-off from the lamina in mid-October 2016. Plants were 8-month-old and in the early stage of sucrose accumulation when treated with ethephon. For sucrose analyses, whole stems were sampled just before the treatment and on day 3, 5 and 7 following ethylene treatment. And sucrose content (three biological replicates each with three technical replicates for each treatment for all four time points) was determined following the protocols described previously [59]. For transcriptome analyses, developing stalk tissues, 20 cm above the node attached to the 2nd youngest fully expanded leaf, which is highly photosynthetically active, were sampled on day 7 following ethylene treatment. All samples were flash frozen in liquid nitrogen and processed for transcriptome analyses (two biological replicates each with three technical replicates for each treatment for day 7 following ethylene treatment) In October 2016 the maximum-minimum temperature in the Experimental Farm were 36 and 16 °C with 63–90%, relative humidity.

### RNA isolation and sequencing

Total RNA was extracted from frozen samples using the Qiagen RNA plant mini-kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. The quality and quantity of RNA were determined by Nanodrop and Qubit, respectively, and Agilent 2100 was used to evaluate the RNA Integrity, High quality RNA samples with Integrity Number > 8 were used for constructing cDNA libraries and sequencing using Illumina HiSeq 2000 platform (Beijing Novogene Bioinformatics Technology Co. Ltd., Beijing, China).

### Data processing, assembly and annotation

Clean sequence reads were obtained by removing all adaptor sequences, empty reads and low quality reads (Q < 30 and length < 50 bp) from raw reads. Clean reads were assembled by Trinity software package [27]. The longest transcript of each sub-component was defined as a unigene. All the assembled unigenes were searched against Nr (Non-redundant protein database), Nt (Non-redundant nucleotide sequences), and SwissProt, using the NCBI blast 2.2.28 with a E-value cut-off of 10^− 5^ and KOG/COG (Eukaryotic Orthologous Group/ Clusters of Orthologous Groups of proteins) database with an E-value cut-off of 10^− 3^. PFAM protein family alignments were performed using the HMMER 3.0 package with an E-value cut-off of 10^− 2^. Gene ontology (GO) classification of each gene model was carried out by Blast2GO v2.5 with an E-value of 10^− 6^ [60] and KEGG classification was performed using KASS and the KEGG (Kyoto Encyclopedia of Genes and Genomes) Automatic Annotation Server with a E-value of 10^− 10^ [61].

### Analysis of gene expression patterns

The unigenes obtained were used to assemble into Ref and the clean reads were aligned to the Ref by RSEM [62]. The abundance of all genes was normalized and calculated using uniquely mapped reads by the FRKM method. The differential expression analysis was performed using DEGseq method with the threshold q-value of < 0.005 and Fold Change of > 2 demarcating significantly different expression levels [63]. GO and KO enrichment analyses were performed based on the identified DEGs. GO-enrichment analyses were carried out using the GPseq method based on the Wallenius non-central hypergeometric distribution with *P*-value of < 0.05 [64]. Enriched GO terms in DEGs were checked and compared to the genome background. KEGG pathway enrichment analysis of DEGs was carried out using KOBAS, and the enriched pathways were also compared with the genome background based on the hypergeometric distribution [65].

### Expression analysis of genes involved in sugar metabolism

The expression of sugar biosynthesis and metabolism genes in response to ethylene treatment in tissues of all three test genotypes were studied using quantitative real-time PCR (qRT-PCR). The qRT-PCR primers were designed with the Primer 3.0 software (http://biotools.umassmed.edu/bioapps/primer3_www.cgi), and the sequences used for primer design are listed in Additional file 15: Table S5. qRT-PCR was performed in the ABI StepOne™ Plus Real-Time PCR System with the SYBR Green PCR Master Mix (Takara), with three biological replicates for each gene and three technical repeats per experiment. Relative gene expression was normalized by comparison with the expression of sugarcane GAPDH (EF189713) [66], and analyzed using the 2-^ΔΔCT^ method [67].

## Additional files

Additional file 1: **Figure S1.** FPKM density distribution (A) and FPKM distribution box plot (B). CK- check (water control), T- ethephon treatment; HS, MS and LS are high-sugar, medium-sugar and low-sugar sugarcane genotypes, respectively. (JPG 1608 kb)

Additional file 2: **Figure S2.** The distribution of transcripts and unigenes assembled from the RNA-seq data. (JPG 3542 kb)

Additional file 3: **Figure S3.** Gene annotation of unigenes obtained from RNA-seq data. (JPG 1241 kb)

Additional file 4: **Figure S4**. Gene expression pattern analysis in different tissue samples. CK- check (water control), T- ethephon treatment; HS, MS and LS are high-sugar, medium-sugar and low-sugar sugarcane genotypes, respectively. (JPG 2560 kb)

Additional file 5: **Figure S5.** DEG enrichment analysis by pairwise comparisons. The three GO categories are biological processes (A), molecular function (B), and cellular components (C). The significance of the most represented GO Slims in each comparison pair is indicated using log-transformed *P*-value (red); the dark gray areas represent missing values. CK- check (water control), T- ethephon treatment; HS, MS and LS are high-sugar, medium-sugar and low-sugar sugarcane genotypes, respectively. (JPG 4487 kb)

Additional file 6 **Figure S6.** KEGG pathways that were significantly enriched in pairwise comparisons. The significance of the most strongly represented pathway in each comparison pair is indicated using log-transformed *P*-value (red); the dark gray areas represent missing values. CK- check (water control), T- ethephon treatment; HS, MS and LS are high-sugar, medium-sugar and low-sugar sugarcane genotypes, respectively. (JPG 2006 kb)

Additional file 7: **Figure S7.** Differentially expressed genes involved in starch and sucrose metabolism HS_CK and LS_CK comparison. HS and LS are high-and low-sugar sugarcane genotypes, respectively. CK- check (control). (JPG 2764 kb)

Additional file 8: **Figure S8.** Comparison of differentially expressed photosynthetic genes in HS_CK and LS_CK. HS and LS are high- sugar and low-sugar sugarcane genotypes, respectively. CK- check (control). (JPG 3132 kb)

Additional file 9: **Figure S9.** Transcription pattern of candidate genes analyzed by quantitative real-time PCR. ROC22, YT71–210 and GT86–887 are high-sugar, medium-sugar and low-sugar sugarcane genotypes, respectively, used in the study. (JPG 1925 kb)

Additional file 10: **Figure S10.** Differentially expressed genes involved in starch and sucrose metabolism between LS_T and LS_CK**.** LS: low-sugar sugarcane genotype, T: ethephon treatment, CK: control (water). (JPG 151 kb)

Additional file 11: **Table S1.** Key statics of sugarcane developing stem tissue-derived RNA-seq data used in the study.

Additional file 12: **Table S2.** Frequency of transcripts and unigenes of different length identified from RNA-seq data.

Additional file 13: **Table S3.** Statistics of transcripts and unigenes assembled from RNA-seq data.

Additional file 14: **Table S4.** Annotation statistics of the unigenes assembled from RNA-seq data.

Additional file 15: **Table S5.** Primers used for Real time PCR.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [68] and are accessible through GEO Series accession number GSE130757 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130757).

## Abbreviations

ABA: Abscisic acid
COG: Clusters of Orthologous Groups
DEGs: Differentially expressed genes
ERFs: Ethylene responsive transcription factors
GAPDH: Glyceraldehyde phosphate dehydrogenase
GO: Gene Ontology
HSF: Heat shock factor
KAAS: KEGG Automatic Annotation Server
KEGG: Kyoto Encyclopedia of Genes and Genomes
KOG: EuKaryotic Orthologous Group
NR: NCBI non-redundant database
NT: Non-redundant nucleotide sequences
SPase: Sucrose phosphatases
SPS: Sucrose phosphate synthase
SuSy: Sucrose synthase
SuTs: Sucrose transporters
TFs: Transcription factors

# Supplementary material for: Ethylene-mediated improvement in sucrose accumulation in ripening sugarcane involves increased sink strength
**Source:** BMC Plant Biol. 2019 Jun 28;19:285. doi: 10.1186/s12870-019-1882-z
**Supplement:** Supplementary file 12 — Table S2. Frequency of transcripts and unigenes of different length identified from RNA-seq data.

**Supplementary Table 2. Frequency of transcripts and unigenes of different length identified from RNA-seq data**

| <b>Transcript length interval</b> | <b>200-500 bp</b> | <b>500-1k bp</b> | <b>1-2k bp</b> | <b>&gt;2k bp</b> | <b>Total</b> |
|-----------------------------------|-------------------|------------------|----------------|------------------|--------------|
| Number of transcripts             | 148407            | 84387            | 66816          | 37846            | 337456       |
| Number of UniGenes                | 96189             | 33893            | 20641          | 12331            | 163054       |

# Supplementary material for: Ethylene-mediated improvement in sucrose accumulation in ripening sugarcane involves increased sink strength
**Source:** BMC Plant Biol. 2019 Jun 28;19:285. doi: 10.1186/s12870-019-1882-z
**Supplement:** Supplementary file 13 — Table S3. Statistics of transcripts and unigenes assembled from RNA-seq data.

**Supplementary Table 3. Statistics of transcripts and unigenes assembled from RNA-seq data**

|             | <b>Minimum<br/>Length</b> | <b>Mean<br/>Length</b> | <b>Median<br/>Length</b> | <b>Maximum<br/>Length</b> | <b>N50</b> | <b>N90</b> | <b>Total Nucleotides</b> |
|-------------|---------------------------|------------------------|--------------------------|---------------------------|------------|------------|--------------------------|
| Transcripts | 201                       | 930                    | 585                      | 15657                     | 1488       | 387        | 313757146                |
| Unigenes    | 201                       | 731                    | 404                      | 15657                     | 1198       | 286        | 119150331                |

# Supplementary material for: Ethylene-mediated improvement in sucrose accumulation in ripening sugarcane involves increased sink strength
**Source:** BMC Plant Biol. 2019 Jun 28;19:285. doi: 10.1186/s12870-019-1882-z
**Supplement:** Supplementary file 14 — Table S4. Annotation statistics of the unigenes assembled from RNA-seq data.

**Supplementary Table 4. Annotation statistics of the unigenes assembled from RNA-seq data**

|                                    | <b>Number of nigenes</b> | <b>Percentage (%)</b> |
|------------------------------------|--------------------------|-----------------------|
| Annotated in NR                    | 67147                    | 41.18                 |
| Annotated in NT                    | 59657                    | 36.58                 |
| Annotated in KO                    | 17330                    | 10.62                 |
| Annotated in SwissProt             | 37873                    | 23.22                 |
| Annotated in PFAM                  | 44386                    | 27.22                 |
| Annotated in GO                    | 51907                    | 31.83                 |
| Annotated in KOG                   | 19194                    | 11.77                 |
| Annotated in all Databases         | 8385                     | 5.14                  |
| Annotated in at least one Database | 86944                    | 53.32                 |
| Total Unigenes                     | 163054                   | 100                   |

# Supplementary material for: Ethylene-mediated improvement in sucrose accumulation in ripening sugarcane involves increased sink strength
**Source:** BMC Plant Biol. 2019 Jun 28;19:285. doi: 10.1186/s12870-019-1882-z
**Supplement:** Supplementary file 15 — Table S5. Primers used for Real time PCR.

**Supplementary Table5. Primers used for Real time PCR**

| <b>Genes</b> | <b>Primers</b> | <b>Sequences</b>         |
|--------------|----------------|--------------------------|
| c81582_g1    | Forward        | CATGGGTGGCAGAGAAGC       |
|              | Reverse        | CAAGGTGAACTTCCCCGAC      |
| c91663_g1    | Forward        | GTTTTAGCTTAACCCTGCTGTC   |
|              | Reverse        | GATTGGAGAGGGAAGAGAAGC    |
| c93409_g3    | Forward        | GTCTGAAATTGCTCACGGTG     |
|              | Reverse        | GAATTACACCTGGTCTGGTCAG   |
| c93760_g1    | Forward        | GAAATGGTCGTGGTCTAGGG     |
|              | Reverse        | GCTTCCTCGCCTACCACC       |
| c77130_g1    | Forward        | CTTCCAAACGACTCAAGTCCCT   |
|              | Reverse        | CACGACTCCTCTGCCCCCTC     |
| c84505_g3    | Forward        | GAGATCCTTGCCAACTAACTG    |
|              | Reverse        | GCAAAACCACTTGTTGTATTGAC  |
| c78352_g3    | Forward        | CATTCCCGTCCATGAATCC      |
|              | Reverse        | CGTATAATGCCACATCTGTGC    |
| c87273_g1    | Forward        | GGGATCACACGTAGTTCACC     |
|              | Reverse        | CCTCAAGGTGCAGAACAGCC     |
| c93121_g3    | Forward        | CCTTTCCTTGGTGAAGTATGGC   |
|              | Reverse        | CAAAAGTGGACTGACCAAAGACC  |
| c95560_g1    | Forward        | GAGCAGCATCAGTGTGGAAG     |
|              | Reverse        | GATATGACATGCTTGGTCGGAC   |
| c101031_g1   | Forward        | AAGAAGAAGAAAGGAAGATGGTTG |
|              | Reverse        | AGGTAGAGTGGAAGGTATTGTTGG |
| c71803_g1    | Forward        | GCTTCCTTGCCTTGTGAATG     |
|              | Reverse        | TTTAATTTGGTGCATCTGTATCG  |
| c101169_g3   | Forward        | CATCCTCGCCACGGACTAC      |
|              | Reverse        | GGGAATGACGGTGAACAGC      |
| c83266_g1    | Forward        | ATCTTTGTTGGCCTTCTTCC     |
|              | Reverse        | CTTGGCTGGCACTGTAATGTTC   |
| c83361_g1    | Forward        | AAACATTGAAATACGCTACGGG   |
|              | Reverse        | GCTGTGTGAACTCTGGTCTGAAC  |
| c95985_g1    | Forward        | TTCTGGCGAGTGATAATGACC    |
|              | Reverse        | TTTAACCCGCTGCCGATTC      |
| c97708_g1    | Forward        | TTCATATTAAATAGGCACCAAACG |
|              | Reverse        | CCATCTCATGTGACCTGTAGGC   |
| c42182_g1    | Forward        | TTGGTGAAGATGTTAGTGGAATG  |
|              | Reverse        | GAGAAGTTCAATCCATTTGTCAG  |

How the deposited data were processed for this re-analysis (not part of the article)

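The values come from RNA of developing stalk tissue of 3 sugarcane genotypes, HS, MS and LS, sprayed with water (CK) or ethephon (T), with 2 biological replicates per group and 12 libraries in all. Each deposited table lists 163054 unigenes with an expected count and an FPKM.

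To make the expected counts, the authors removed adapters, reads with a quality under 30 and reads under 50 bp, assembled the clean reads of all libraries with Trinity, took the longest transcript of each subcomponent as the unigene, and aligned the clean reads to these unigenes with RSEM, whose version is not stated. The deposited counts carry no scaling between libraries. The authors then divided by unigene length and by the number of mapped fragments to make the FPKM values; how the length was taken is not stated. Technical replicates had been merged and biological replicates had not.

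Deposited counts were rounded and analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. For the main test, edgeR's filterByExpr with a minimum count of 10 over the 6 groups kept the unigenes to test, TMM factors (0.919 to 1.09) scaled the libraries, and glmQLFit and glmQLFTest were run with 1 coefficient per group and no block. The biological coefficient of variation was 0.207, and the median prior degrees of freedom were 4.82. Adjusted p is the Benjamini-Hochberg value over the tested unigenes. The standard error of a log2 fold change is its size divided by the square root of F. The difference in ethephon effect between 2 genotypes was tested as a contrast in the same model.

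Library totals lay between 19765600 and 28747100 counts. At these depths the precision of a unigene near the filter is set by the few counts it has, and that of a unigene with many counts by the spread between plants.

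The comparisons, the tests, the threshold, the rule for naming unigenes and all alternatives but 1 were set before the data were examined. Named are every unigene in the text of the paper, every unigene in Fig. 4b to d and Fig. 6b, and the 2 unigenes with the largest rise and the 2 with the largest fall among those past the threshold in LS_T vs LS_CK. The directions shown in the figures of the paper had been seen when that rule was written. Unigenes that appear in Fig. 5 and not in the text are not named, and c94165_g1 was chosen after its values were seen.

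The alternatives were DESeq2's size factors in edgeR's model, DESeq2's Wald test, every unigene with at least 1 count, an adjusted p under 0.05 with no fold change limit (the looser threshold), an adjusted p under 0.005 with no fold change limit, only the libraries compared, the summed replicates under a random sampling model (totals scaled by TMM, 0.5 added to each sum), counts thinned at random to the smallest library total, limma on log2(FPKM + 1), a replicate block, and each library left out in turn. For correlations they were a pseudocount of 0.1, unigenes with FPKM of at least 1, and Spearman's rho; for expressed unigenes, FPKM above 0.1, 0.3 and 1; for the division of the variation, log2(FPKM + 1) and only called unigenes. The sum of counts per Trinity component was added after seeing the data.

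The tests of edgeR, limma and the summed replicates were first run on simulated data, drawn with fixed seeds from the means, spread and library sizes of the real unigenes, with 200 unigenes changed by a known amount. The same was done with DESeq2's Wald test, and limma was run on the draws without change, only after the results were seen. In 5 draws with no unigene changed, the simulated LS_T vs LS_CK gave at most 0 calls by edgeR, 4 by DESeq2, 0 by limma and 935 with the summed replicates. In the simulated LS_T vs LS_CK among 54433 unigenes, with a true log2 change of 3, limma recovered 129 of the 200 and DESeq2 141. Medians of sets of unigenes were placed among 10000 random sets of the same size matched on mean expression.

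Sucrose, qRT-PCR, GO, KEGG and MapMan results, the assembly and the annotation were not analysed here. DEGseq itself was not run.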

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

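Among the tests in this part, none was chosen after its result had been seen; the limits on depth, spread, shared response and replicate variation were written down first.

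The ethephon effect differed between genotypes, in a direct test of the difference, for 21 unigenes in LS against HS and for 191 in LS against MS. All 21 of the former and 169 of the latter were also past the threshold in LS_T vs LS_CK, and 20 and 186 rose in LS. The paper draws the dependence on genotype from its gene expression data and reports no such test. The numbers changed when 1 library was left out. Such a fit has 1 library in a group and less power, so a lower count does not by itself show dependence on that library. For LS against HS the count was 146 without HS_CK replicate 1, 2 without HS_CK replicate 2, 0 without HS_T replicate 1, 0 without HS_T replicate 2, 1 without LS_CK replicate 1, 0 without LS_CK replicate 2, 2 without LS_T replicate 1 and 4 without LS_T replicate 2. For LS against MS it was 0 without MS_CK replicate 1, 0 without MS_CK replicate 2, 0 without MS_T replicate 1, 0 without MS_T replicate 2, 1 without LS_CK replicate 1, 92 without LS_CK replicate 2, 6 without LS_T replicate 1 and 83 without LS_T replicate 2.

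Library depth is argued against as the reason why LS stands apart, since 1217 unigenes passed the threshold in LS_T vs LS_CK after every library was thinned to the smallest total, against 1 in MS and 6 in HS. A larger spread between the replicates of HS and MS is argued against too. After subtraction of the replicate variance, the mean squared ethephon difference (log2 CPM, squared) was 0.429 in LS, 0.183 in MS and 0.0145 in HS. The direct test gave 10 for LS against HS and 195 for LS against MS after thinning, so depth stays open as a part of the number for LS against HS. The scaling moved the numbers, with 39 and 207 under DESeq2's size factors.

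For the set of unigenes that rise in LS a shared response that is smaller in HS and MS is still open. The 1042 unigenes that rise in LS had a median log2 fold change of 0.28 in HS_T vs HS_CK, where 821 were positive, and of 0.22 in MS_T vs MS_CK, where 613 were. Both medians lay above all of 10000 random lists matched on expression, of which 95% lay at -0.019 to 0.0063 in HS and -0.016 to 0.029 in MS. A smaller rise does not give a fall, and 162 of the 191 unigenes of LS against MS fell in MS. The median log2 fold change of all 191 was -1.13 there and 3.41 in LS, but they were chosen for a large difference and no fall in MS was called by the main test. The medians of the 21 of LS against HS were 3.50 in LS and 0.14 in HS. The 1042 may also vary among plants or plots of 1 group, because their median absolute log2 difference between replicates was 0.459 in HS_CK and 0.294 in MS_CK, against 0.257 to 0.299 and 0.201 to 0.234 in 95% of the random lists. In HS_CK the second replicate was the higher one (median difference of replicate 1 minus replicate 2 -0.32), and in HS_T the first (0.27). A difference in the biology of the 3 genotypes stays open as well and was not tested apart from these explanations, since each genotype is 1 cultivar.

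For the ATPase unigene c87964_g1 the ethephon effect was larger in LS than in MS by 2.27 on the log2 scale. Of the 10 alternatives other than leave-outs it stayed past the threshold in 9, and limma gave 2.09 without a call. Among the 9, the looser threshold and the adjusted p under 0.005 alone use the main fit and could not lose the call. The summed replicates leave out the spread between replicates. With 1 library left out the difference lay between 2.098 and 2.45, but the adjusted p lay between 0.00694 and 0.0314, so that none of the 8 leave-outs called it. Depth is argued against for this unigene too, with a difference of 2.33 and a call after thinning. A biological difference between the genotypes stays open and was not tested.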

How the results depend on the processing

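Of the alternatives, only the sum of counts per Trinity component was chosen after the results were seen. In this part, counts of unigenes past the threshold are given for HS_CK vs LS_CK, HS_CK vs MS_CK, MS_CK vs LS_CK, HS_T vs LS_T, HS_T vs MS_T and MS_T vs LS_T in this order (the genotype order), for ethephon against water in LS, MS and HS (the treatment order), and for the difference in ethephon effect of LS against HS, LS against MS and MS against HS (the interaction order). With all choices as in the main test the counts were 8352, 5532, 7288, 7873, 6503 and 8123, then 1217, 1 and 6, then 21, 191 and 0, where the 0 by edgeR stands beside 3178 at an unadjusted p under 0.05. More unigenes passed in LS than in MS or HS after ethephon under every alternative and with each library left out.

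DESeq2's Wald test gave 2682, 683 and 91 in the treatment order and 865, 1184 and 56 in the interaction order. With DESeq2's size factors, 5 passed in MS_T vs MS_CK and 39 for LS against HS. Without a filter on low counts the numbers were 14726, 10340, 12715, 14518, 12789 and 13207, then 4293, 1845 and 863, then 1739, 1809 and 1058, and 29623 unigenes were called in at least 1 comparison. The looser threshold gave 19283, 14291, 17088, 19554, 17170 and 17785, then 5201, 301 and 19, then 548 and 1072 for the first 2 of the interaction order, and 37019 in at least 1 comparison. The summed replicates gave 16927, 12944, 15249, 16400, 14842 and 15420, then 6465, 3257 and 1423, then 3830, 4570 and 2233, and 31611 in at least 1 comparison. That test leaves the spread between replicates out by construction. With only the libraries compared, 3 of the genotype comparisons moved by more than 1.5 times, HS_CK vs LS_CK to 3028, HS_CK vs MS_CK to 1880 and HS_T vs LS_T to 3804, and so did MS_T vs MS_CK (93), HS_T vs HS_CK (3), LS against HS (0, beside 865 by DESeq2, 28 by limma and 6357 by edgeR with all libraries at an unadjusted p under 0.05) and LS against MS (467). By limma 14 passed in MS_T vs MS_CK. After summing per Trinity component the genotype order read 5455, 3567, 4712, 5185, 4203 and 5291, of 41208 components tested instead of 54433 unigenes. Apart from these constructions the cause was not tested.

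The counts of unigenes shared by the 3 water comparisons, the 3 ethephon comparisons and the 3 comparisons of ethephon with water were 2514, 2747 and 14 at the looser threshold and 2397, 2333 and 320 with the summed replicates. For unigenes higher in LS than in both others, lower in LS, higher in LS by over 5-fold, higher in HS and LS than in MS, lower in both than in MS, and lower in MS_T than in HS_T, LS_T and MS_CK, the looser threshold gave 3564, 1903, 2100, 1930, 1960 and 58 and the summed replicates 3527, 1413, 2115, 1677, 1800 and 490. The looser threshold admits more calls by construction.

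The lowest and highest squared correlation between replicates were 0.769 and 0.799 with a pseudocount of 0.1, 0.825 and 0.866 for unigenes with FPKM of at least 1, and 0.613 and 0.655 by Spearman's rho. An FPKM above 1 as the minimum left a median of 48672.5 expressed unigenes per library and 29027 in all libraries. The shares of genotype, treatment, interaction and replicates in the variation were 68.6, 7.81, 9.82 and 13.8% on log2(FPKM + 1) and 87.4, 3.66, 5.26 and 3.64% for called unigenes only, which were chosen for their differences. The cause was not tested for the other changes.

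With 1 library left out, the lone library of its group was assumed to vary like the other groups. The counts lay, in the genotype order, at 3835 to 4866, 2249 to 3392, 2988 to 3448, 3183 to 5351, 2440 to 3750 and 3468 to 5344. In the treatment order they lay at 95 to 602, 0 to 16 and 2 to 4, and in the interaction order at 0 to 146, 0 to 92 and 0 to 1. Every library of a comparison, when left out, moved its count by more than 1.5 times, apart from LS_T replicate 2 in HS_T vs LS_T (5351), HS_T replicate 2 in HS_T vs HS_CK (4) and the libraries of MS against HS other than HS_CK replicate 2 (1 without it), where the count stayed 0. The number called in at least 1 comparison stayed within 1.5 times of the main one in each case. There, comparisons without the left-out library kept their calls from all 12 libraries, which limits by construction how far the number can move. The cause was not tested.

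The named unigenes gave 250 results past the threshold and 238 not past it. Of the former, 0 dropped out with DESeq2's size factors, 2 by DESeq2's Wald test, 4 without a filter, 1 with the summed replicates, 10 with the thinned counts, 67 with only the libraries compared and 66 by limma, which turned the sign of a further 2. A left-out library cost between 16 and 38 of the called results of its comparisons, and none of those changed sign. Of the results not past the threshold, 4 passed with DESeq2's size factors, 33 by DESeq2's Wald test, 61 without a filter, 66 at the looser threshold, 9 without a fold change limit, 9 with only the libraries compared, 74 with the summed replicates, 1 with the thinned counts and 4 by limma. DESeq2's Wald test gave no adjusted p for 12 of them, and the sums per component have no value for a single unigene.

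Among called results, limma turned c83285_g1 (0.27) and c98618_g1 (-0.0056) in MS_T vs LS_T. All other changes of sign concern results not past the threshold. By limma these were c99737_g1 (-0.11), c98618_g1 (-0.77), c83546_g1 (0.67), c101324_g3 (0.11), c104225_g1 (-0.10) and c86342_g1 (-0.66) in MS_CK vs LS_CK, c87964_g1 (-0.023) and c96004_g2 (-0.19) in HS_CK vs LS_CK, c72504_g1 (-0.061), c89405_g1 (-1.39) and c77833_g1 (-0.16) in the ethephon effect LS against HS, c95494_g4 (0.023), c93996_g1 (0.013) and c83266_g1 (0.048) in MS_T vs MS_CK, c83546_g1 (0.55) in MS_T vs LS_T, c83361_g1 (0.046) and c93760_g1 (-0.043) in LS_T vs LS_CK and c83361_g1 (0.23) in HS_T vs HS_CK. Without a filter they were c95494_g4 (0.0054) and c83266_g1 (0.0079) in MS_T vs MS_CK and c99770_g1 (0.077) in LS_T vs LS_CK, and with the thinned counts c99980_g1 (-0.030) and c95560_g1 (0.0052) in HS_T vs HS_CK and c99770_g1 (0.11) in LS_T vs LS_CK. In LS_T vs LS_CK c99770_g1 turned also with DESeq2's size factors (0.027), by DESeq2's Wald test (0.027) and with only the libraries compared (0.057). The cause was not tested.

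With 1 library left out, 61 results changed sign at least once, none of them past the threshold in the main test, and their log2 fold changes lay in the ranges given here. The cause was not tested. In MS_CK vs LS_CK these were c103501_g1 (-0.50 to 0.21), c104225_g1 (-0.11 to 0.30) and c82698_g3 (-3.08 to 3.28). In HS_T vs HS_CK these were c93030_g1 (-0.089 to 0.28), c102611_g1 (-0.12 to 0.19), c102611_g2 (-0.44 to 0.24), c91176_g1 (-0.17 to 0.30), c72030_g1 (-0.096 to 0.43), c83314_g1 (-0.024 to 0.43), c93996_g1 (-0.087 to 0.41), c105527_g1 (-0.18 to 0.056), c62764_g1 (-0.97 to 0.69), c82698_g3 (-0.34 to 0.30), c99980_g1 (-0.33 to 0.48), c79203_g1 (-0.092 to 1.84), c58672_g1 (-0.84 to 3.19), c91663_g1 (-0.28 to 0.20), c95560_g1 (-0.40 to 0.47), c83266_g1 (-0.18 to 0.20), c93760_g1 (-0.051 to 0.018), c101169_g1 (-1.15 to 0.16) and c99770_g1 (-0.39 to 0.14). In HS_CK vs LS_CK these were c87456_g3 (-0.16 to 3.04), c83314_g1 (-0.47 to 0.060), c96004_g2 (-0.094 to 0.26) and c58672_g1 (-1.43 to 1.56). In the ethephon effect of LS against HS these were c72504_g1 (-0.20 to 0.31), c72030_g1 (-0.11 to 0.47), c83314_g1 (-0.13 to 0.40), c58672_g1 (-0.34 to 3.69) and c77833_g1 (-0.36 to 0.74). In MS_T vs MS_CK these were c67755_g1 (-0.27 to 0.025), c95935_g1 (-0.35 to 0.12), c78352_g3 (-4.79 to 0.91), c100278_g1 (-1.32 to 0.23), c105226_g1 (-0.61 to 0.0062), c95494_g4 (-0.18 to 0.10), c93996_g1 (-0.21 to 0.058), c105527_g1 (-0.0071 to 0.18), c62764_g1 (-3.25 to 2.15), c82698_g3 (-3.25 to 2.97), c91663_g1 (-2.44 to 2.16), c83266_g1 (-0.19 to 0.078) and c81582_g1 (-0.083 to 0.33). In MS_T vs LS_T these were c103585_g1 (-0.42 to 0.016), c97708_g1 (-0.36 to 0.014), c101324_g3 (-0.090 to 0.86), c104225_g1 (-0.32 to 0.13), c86342_g1 (-0.57 to 0.068), c82698_g3 (-2.29 to 2.95) and c101169_g1 (-2.31 to 2.60). In LS_T vs LS_CK these were c82698_g3 (-3.06 to 2.32), c95560_g1 (-1.10 to 0.015), c93760_g1 (-0.029 to 0.11), c77130_g1 (-2.52 to 0.095), c101169_g1 (-3.18 to 1.73) and c99770_g1 (-0.32 to 0.26). In HS_T vs MS_T these were c81582_g1 (-0.43 to 0.13) and c99770_g1 (-0.18 to 0.90). In HS_CK vs MS_CK it was c101169_g1 (-0.15 to 1.23). In HS_T vs LS_T it was c101169_g1 (-3.15 to 1.76). For c78352_g3, c62764_g1, c82698_g3 and c91663_g1 in MS_T vs MS_CK, c82698_g3 in MS_CK vs LS_CK, c82698_g3 in MS_T vs LS_T and c82698_g3 in LS_T vs LS_CK a left-out library left a group with 0 counts, and for c100278_g1 in MS_T vs MS_CK, c62764_g1 and c58672_g1 in HS_T vs HS_CK, c58672_g1 in HS_CK vs LS_CK, c58672_g1 in the ethephon effect of LS against HS and c77130_g1 in LS_T vs LS_CK one with 1 to 3. The ends of these ranges are fitted values and give no size of a change.

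The replicate numbers of the groups compared share only a number. Over 9 pairs of groups the correlation of same-numbered deviations ran from -0.168 to 0.375, over 0.1 in 2 and under -0.1 in 2. With a replicate block the counts were 1289, 26 and 8 in the treatment order and 26, 248 and 2 in the interaction order, 2 called results of named unigenes were no longer past the threshold and 11 others were. Under the block c83266_g1 in HS_T vs HS_CK (0.0032) and c99770_g1 in LS_T vs LS_CK (0.0029) changed sign.

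With each library thinned to 19765600 counts, 1217 unigenes passed in LS_T vs LS_CK, of which 1133 were among those called at full depth, and 10 differed for LS against HS, where 21 did at full depth. What the replicates allow was tested on simulated data, where a true log2 change of 3 between LS_T and LS_CK was recovered in 127 of 200 unigenes among 54433.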

Differences from the paper's values

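None of the tests in this part was chosen after the result was seen. A value of the paper and one of the main test are taken to differ when one is more than 1.5 times the other. The alternatives set before the data were examined are the 10 named first in the account of the processing, and each library left out. The looser threshold is an adjusted p under 0.05 without a fold change limit. Where a unigene was not called, its log2 fold change, or the counts where a group has at most 3, is given in brackets and then each setting that did call it.

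In MS_CK vs LS_CK the paper gives 12488 and the main test 7288. Within the limit were no filter (12715), the looser threshold (17088) and the summed replicates (15249). Outside it were DESeq2's size factors, DESeq2's Wald test, an adjusted p under 0.005 alone, only the libraries compared, the thinned counts, limma, the replicate block and every leave-out. In HS_T vs MS_T the paper gives 9992 and the main test 6503. Within the limit were DESeq2's Wald test (7343), no filter (12789), an adjusted p under 0.005 alone (6905), the summed replicates (14842) and the replicate block. Outside it were DESeq2's size factors, the looser threshold, only the libraries compared, the thinned counts, limma and every leave-out. In LS_T vs LS_CK the paper gives 2918 and the main test 1217. Within the limit were DESeq2's Wald test (2682) and no filter (4293). Outside it were DESeq2's size factors, the looser threshold, an adjusted p under 0.005 alone, only the libraries compared, the summed replicates, the thinned counts, limma, the replicate block and every leave-out. In MS_T vs MS_CK the paper gives 636 and the main test 1. Within the limit was DESeq2's Wald test (683). Outside it were DESeq2's size factors, no filter, the looser threshold, an adjusted p under 0.005 alone, only the libraries compared, the summed replicates, the thinned counts, limma, the replicate block and every leave-out. In HS_T vs HS_CK the paper gives 96 and the main test 6. Within the limit was DESeq2's Wald test (91). Outside it were DESeq2's size factors, no filter, the looser threshold, an adjusted p under 0.005 alone, only the libraries compared, the summed replicates, the thinned counts, limma, the replicate block and every leave-out. For unigenes shared by the 3 water comparisons the paper gives 748 and the main test 491. Both alternatives that were run for this number lay outside the limit, the looser threshold (2514) and the summed replicates (2397).

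Of the 15 numbers compared with the text of the paper, the other 9 lay within the limit. For unigenes expressed in all libraries an FPKM above 0.3 as the minimum gives 38692, which equals the paper's number, against 49797 with a count above 0.

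The paper states that up-regulated unigenes were the fewer in MS_T vs MS_CK and gives a larger direction for each of the other 8 comparisons. Over the 9 comparisons the larger direction was the paper's in 8, and in MS_T vs MS_CK the single called unigene rose. Fewer rose than fell without a filter (881 against 964), with only the libraries compared (34 against 59) and with the summed replicates (1524 against 1733). More rose than fell at the looser threshold (199 against 102) and by DESeq2's Wald test (376 against 307).

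The paper states that 6 unigenes, among them c83285_g1 and c101169_g3, were high in HS and MS. It also lists c101169_g3 among transcription factors that were lower in HS and MS than in LS, so its statements on this unigene conflict. Here the log2 fold change against LS was negative for all 6 in the 4 comparisons, and 5 were called lower in each. No setting called any of them higher in HS or MS than in LS. By limma the calls against LS were fewer for MS, with 5 in HS_CK, 2 in MS_CK, 3 in HS_T and 1 in MS_T. For c83285_g1 limma turned the sign in MS_T vs LS_T to 0.27. The starch synthase c101377_g1, stated to be higher in HS and MS than in LS, was called so in all 4 comparisons, for example by 2.57 in MS_CK vs LS_CK.

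Of the 7 unigenes stated to be higher in HS than in MS and LS, all were so by sign. For c93760_g1 (0.85) in HS_CK vs LS_CK and c93760_g1 (0.79) in HS_T vs LS_T a call came from the looser threshold and an adjusted p under 0.005 alone. For c71803_g1 (1.71) in HS_CK vs LS_CK a call came from DESeq2's Wald test, no filter, the looser threshold and the summed replicates. For c90370_g1 (2.47) in HS_CK vs LS_CK a call came from no filter, the looser threshold, the summed replicates and the replicate block.

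The paper states that 6 transcription factors, low in HS and MS, fell with ethylene. All 6 were lower against LS by sign, 5 of them called in HS_CK vs LS_CK. For c83361_g1 (-1.54) in HS_CK vs LS_CK a call came from DESeq2's Wald test, no filter, the looser threshold and the summed replicates. For c62764_g1 (35 against 3 counts) in HS_T vs LS_T a call came from no filter, the looser threshold, the summed replicates and the replicate block. For c83361_g1 (-1.72) in HS_T vs LS_T a call came from DESeq2's size factors, DESeq2's Wald test, no filter, the looser threshold and the summed replicates. For c101112_g1 (-0.98) in MS_T vs LS_T a call came from DESeq2's size factors, DESeq2's Wald test, the looser threshold, an adjusted p under 0.005 alone and leaving out MS_T replicate 2. After ethephon the log2 fold change was positive for 3 of the 6 in LS, 2 in MS and 2 in HS, and edgeR called no fall. For c62764_g1 (-1.77) in LS_T vs LS_CK a call came from no filter, the looser threshold, the summed replicates and limma. For c101169_g3 (-1.95) in MS_T vs MS_CK a call came from DESeq2's Wald test, no filter, the looser threshold and the summed replicates. No setting called any of the other falls, and c101112_g1 rose by 0.79 in LS and 1.16 in MS.

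For c67755_g1, c95935_g1 and c78352_g3 the paper states a slight rise with ethylene in MS. Their log2 fold changes in MS_T vs MS_CK were -0.13, -0.098 and -0.30, and no setting called any of them. All 3 were higher in HS by sign, as stated. For c95935_g1 (0.95) in HS_CK vs MS_CK and c95935_g1 (0.81) in HS_T vs LS_T only the looser threshold gave a call. For c95935_g1 (0.98) in HS_T vs MS_T a call came from the looser threshold, an adjusted p under 0.005 alone, the summed replicates and leaving out MS_T replicate 1.

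For 7 other transcription factors the paper states a fall with ethylene in MS and a higher level in HS. All 7 were negative in MS_T vs MS_CK and edgeR called none. For c101031_g1 (-1.19) in MS_T vs MS_CK a call came from DESeq2's Wald test, no filter and the summed replicates. All 7 were higher in HS by sign. For c85125_g2 (1.14) in HS_CK vs LS_CK a call came from DESeq2's Wald test, no filter, the looser threshold, the summed replicates and the replicate block. For c101031_g1 (1.28) in HS_CK vs LS_CK a call came from DESeq2's Wald test, no filter, the looser threshold, the summed replicates, the replicate block and leaving out LS_CK replicate 2. For c85125_g2 (0.99) in HS_CK vs MS_CK a call came from DESeq2's Wald test, no filter and the looser threshold. For c95494_g4 (0.99) in HS_T vs LS_T a call came from no filter, the looser threshold and an adjusted p under 0.005 alone. For c101031_g1 (1.27) in HS_T vs LS_T a call came from DESeq2's Wald test, no filter, the looser threshold and the summed replicates. No setting called c101031_g1 (0.91) in HS_CK vs MS_CK.

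An opposite trend, lower in HS and MS than in LS, is stated for 9 transcription factors. Against LS, 8 were called lower in HS_CK and 8 in HS_T, but 0 in MS_CK and 0 in MS_T. The sign was negative for 6 of the 9 in MS_CK vs LS_CK and for 7 in MS_T vs LS_T, where c98618_g1 was called higher by 1.14. For c104225_g1 (-0.95) in HS_CK vs LS_CK a call came from the looser threshold and an adjusted p under 0.005 alone. For c94993_g1 (-1.18) in MS_CK vs LS_CK a call came from the looser threshold and the summed replicates. For c86855_g1 (-1.12) in MS_CK vs LS_CK a call came from DESeq2's Wald test, no filter, the looser threshold, only the libraries compared and the summed replicates. For c103585_g1 (-0.94) in HS_T vs LS_T a call came from the looser threshold, an adjusted p under 0.005 alone and leaving out LS_T replicate 2. No setting called the remaining ones lower in MS.

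The CWINV3 unigenes are stated to be raised by ethylene in LS and were not called in LS_T vs LS_CK. For c102611_g1 (0.92) in LS_T vs LS_CK a call came from no filter and the looser threshold. For c102611_g2 (1.21) in LS_T vs LS_CK a call came from no filter and the summed replicates. Both were called higher in HS_CK than in LS_CK, by 1.045 and 1.94. Of the 4 ATPase unigenes, 3 were called in LS. For c101111_g2 (30 against 3 counts) in LS_T vs LS_CK a call came from no filter, the looser threshold and the summed replicates. In HS and MS none was called. For c79387_g1 (0.99) in HS_T vs HS_CK only the summed replicates gave a call. For c87456_g3 (3.38) in HS_T vs HS_CK and c79387_g1 (1.35) and c87456_g3 (1.87) in MS_T vs MS_CK a call came from no filter and the summed replicates. No setting called the other rises in HS or MS.

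The paper states that all 3 SPS and SPP unigenes were influenced by ethylene in LS, and 1 of the 3 was called there, c91176_g1 with 1.51. No setting called c72504_g1 (0.34) or c72030_g1 (0.32) in LS_T vs LS_CK. A lack of difference between HS and LS is stated for the same 3. None was called under water, but c91176_g1 was lower in HS_T than in LS_T by -2.35. At the looser threshold it was lower under water too.

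The paper places both SUS unigenes higher in LS than in HS. Neither was called, the log2 fold changes in HS_CK vs LS_CK being -0.23 and 0.095, and by limma the latter turned to -0.19. Their stated rise with ethylene had the stated sign in LS and HS and was not called. For c96004_g2 (0.87) in LS_T vs LS_CK only the looser threshold gave a call. No setting called c83314_g1 (0.30) in LS_T vs LS_CK. In HS no setting called either.

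Among methyltransferases stated to be higher in HS, all 4 were called against LS. Against MS some were not. For c94499_g2 (2.42) and c102490_g1 (1.03) in HS_CK vs MS_CK a call came from DESeq2's Wald test, no filter, the looser threshold, the summed replicates and the replicate block. For c102490_g1 (0.75) in HS_T vs MS_T only the looser threshold gave a call. The rise of c89405_g1 was called in LS and HS. For c89405_g1 (1.52) in MS_T vs MS_CK a call came from DESeq2's Wald test, no filter and the summed replicates. The 9 methyltransferases stated to be higher in LS were so by sign. For c92526_g2 (-1.81) in HS_CK vs LS_CK, c92526_g2 (-1.83) in MS_CK vs LS_CK and c79589_g3 (-1.31) in HS_T vs LS_T a call came from no filter, the looser threshold and the summed replicates. For c79589_g3 (-1.45) in HS_CK vs LS_CK and c79589_g3 (-1.49) in MS_T vs LS_T a call came from no filter, the looser threshold, only the libraries compared and the summed replicates. For c79589_g3 (-1.69) in MS_CK vs LS_CK a call came from no filter, the looser threshold, the summed replicates and leaving out MS_CK replicate 1. For c92526_g2 (-2.05) in MS_T vs LS_T a call came from DESeq2's Wald test, no filter, the looser threshold, only the libraries compared and the summed replicates. For c104953_g2 (-1.06) in MS_T vs LS_T a call came from DESeq2's Wald test, no filter, the looser threshold, only the libraries compared, the summed replicates and the replicate block.

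A response to ethylene is stated for the acetyltransferases. No setting called any of the 4 in LS_T vs LS_CK, MS_T vs MS_CK or HS_T vs HS_CK. Each was called between genotypes in at least 1 comparison, for example c86464_g1 with -1.67 in HS_T vs MS_T.

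Most ethylene response factors are stated to be more abundant in HS than in LS under water, and 5 of 5 had a positive log2 fold change, of which 1 was called. For c79203_g1 (3.13) in HS_CK vs LS_CK a call came from DESeq2's Wald test, no filter, the looser threshold, the summed replicates, leaving out HS_CK replicate 1 and leaving out LS_CK replicate 2. For c92758_g6 (1.22) in HS_CK vs LS_CK only the summed replicates gave a call. No setting called c58672_g1 (0.79) or c77833_g1 (0.80) in HS_CK vs LS_CK. All 5 rose in LS and none was called. For c79203_g1 (3.15) in LS_T vs LS_CK a call came from no filter, the looser threshold and the summed replicates. For c85786_g1 (3.00) in LS_T vs LS_CK a call came from DESeq2's Wald test, no filter, the looser threshold and the summed replicates. For c58672_g1 (2.85) in LS_T vs LS_CK a call came from no filter and the summed replicates. For c77833_g1 (2.37) in LS_T vs LS_CK a call came from DESeq2's size factors, DESeq2's Wald test, no filter, the looser threshold, the summed replicates, the thinned counts and the replicate block. For c92758_g6 (2.80) in LS_T vs LS_CK a call came from DESeq2's Wald test, no filter, the looser threshold, the summed replicates, limma and the replicate block. The rise in LS minus that in HS was positive in 5 of 5 and called in none. For c79203_g1 (2.58) and c85786_g1 (2.46) in the ethephon effect of LS against HS a call came from no filter and the summed replicates. No setting called any of c58672_g1 (1.87), c77833_g1 (0.11) and c92758_g6 (0.80) in the ethephon effect of LS against HS.

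Fig. 4 and Fig. 6 show bars for 68 levels, and 62 of the means here were within 5% of the bar as read by eye. The other 6 are all bars of LS_CK, which was noticed after the values were seen. For c102611_g2 the bar is about 2.7 in Fig. 4 against a mean FPKM of 3.65 (4.53 and 2.76 in the replicates), and for c83314_g1 it is about 52 in Fig. 4 against 44.4 (36.6 and 52.2).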

Other observations

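The tests in this part of the set absent from HS_CK replicate 1, of directions within Trinity components and of detection in LS_CK were chosen only after the result was seen.

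In HS_CK, 711 unigenes had at least 10 counts in replicate 2 and at most 1 in replicate 1, against 160 the other way round. In the other groups these numbers were 409 against 94 in HS_T, 378 against 66 in MS_CK, 348 against 23 in MS_T, 81 against 63 in LS_CK and 73 against 228 in LS_T, and these sets were not tested. The counts per library size (CPM) of the HS_CK set summed to 3.45 in HS_CK replicate 1 and 3592 in replicate 2. In HS_T the sums were 1434 and 15002, 1082 was the sum in MS_CK replicate 2, and in the other 7 libraries between 42.7 and 129.5. A response to ethephon in all 3 genotypes is argued against, since the highest sum in the 4 ethephon libraries of MS and LS was 129.5, against 1082 in 1 water library of MS. A response in HS alone would not explain the 1082 in MS_CK replicate 2, a water library with counts for 678 of the 711 unigenes. Nor would it put the water library HS_CK replicate 2 (3592) above the ethephon library HS_T replicate 1 (1434). These sums argue against ethephon in HS as the source of the set, although the set was chosen by its counts in HS_CK. Whether ethephon also changed the level of the set within HS stays open. A spill of HS libraries into MS_CK replicate 2 is argued against as well. There, 417 other unigenes that only HS expresses stood at 0.133% of their level in HS_T replicate 2, and the set at 7.21%. RNA of another organism or of other cells in these 4 libraries stays open. Its test was the rank correlation across the set between HS_CK replicate 2 and MS_CK replicate 2, which was 0.783, in a range of 0.756 to 0.893 among the 4 libraries. Plant unigenes that vary together could give such a correlation too, so it cannot decide the question. Among annotated unigenes the paper reports matches to Oncorhynchus mykiss besides plant species, and whether the set holds any of these was not tested. The sequences and their annotation were not analysed here, and no biological explanation was tested, since the design names none for a difference between replicates.

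The set weighs differently in each test. Of its 675 tested unigenes the main test called 12 in at least 1 of the 9 comparisons, and the summed replicates 664. In HS_T vs HS_CK the set made up 564 of the 1423 unigenes called with the summed replicates.

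Pairs of called unigenes from 1 Trinity component went opposite ways in 329 of 1078 cases in HS_CK vs LS_CK, which is 30.5%, against 48.6% for random pairs of called unigenes. In LS_T vs LS_CK it was 1.56% of 64 pairs against 24.6%. That reads are divided differently among near-identical unigenes of a component in each genotype stays open for these pairs. As the reason why more unigenes are called between genotypes than between treatments it is argued against. After the counts of each component were summed, 13.2% of the components were still called in HS_CK vs LS_CK, against 2.39% in LS_T vs LS_CK. True differences between copies of a gene in the 3 genotypes stay open and were not tested.

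More unigenes were detected in the 2 LS_CK libraries (97521 and 97817) than in the others. Library depth is argued against, because thinning all libraries to the smallest total left 95279 and 95029 in LS_CK and at most 91186 in any other library. A difference in the biology of LS under water stays open and was not tested.

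The paper reports from qRT-PCR that c81582_g1 rose with ethylene in all 3 genotypes. In the counts its log2 fold change was -0.47 in LS, 0.14 in MS and -0.42 in HS. For c91663_g1, c95560_g1 and c71803_g1, which it reports as inhibited by ethylene, the values were -0.60, -0.65 and -1.89 in LS and -0.058, -0.030 and -0.40 in HS. In MS c71803_g1 had -2.19, c95560_g1 had 22 counts in MS_T against 3 in MS_CK, and c91663_g1 had 1 in each. For c83266_g1, c101169_g1 and c99770_g1 it reports levels under water that fall from LS over MS to HS. Its primer table lists c101169_g3 and not c101169_g1, so that the values of c101169_g3 are the ones given here, and it has no entry for c99770_g1. In HS_CK vs LS_CK these 3 had -1.89, -1.95 and -2.44, and in MS_CK vs LS_CK -0.48, -2.16 and -3.54. After ethephon their log2 fold changes were -0.20, -0.80 and -0.0097 in LS, -0.048, -1.95 and 0.62 in MS, and -0.0037, -0.71 and -0.16 in HS. None of these ethephon values was called by the main test.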
